# Genomic and transcriptomic insights into vertebrate host-specific *Lactobacillus johnsonii* adaptation in the gastrointestinal tract

**DOI:** 10.1128/msphere.00052-25

**Published:** 2025-05-13

**Authors:** Keerthikka Ravi, Nicole R. Falkowski, Gary B. Huffnagle

**Keywords:** lactic acid bacteria, host-specific genes, tyrosine decarboxylase, accessory secretory pathway, strain heterogeneity, pangenome

## Abstract

We conducted a comparative genomic analysis of *Lactobacillus johnsonii* strains isolated from the gastrointestinal tract of diverse vertebrate hosts to explore the genetic basis of host specificity. We then utilized transcriptomics analysis to investigate the expression profile of identified rodent-specific genes in mouse isolate MR1 during *in vitro* and *in vivo* growth conditions. There was significant heterogeneity among strains, in both genome sequence and content, with phylogenetic clustering of strains into distinct clades associated with rodent or avian sources. There were not sufficient genomes to identify whether porcine isolates formed their own genetic clade. However, human isolates did not form a distinct clade. Functional enrichment analysis revealed significant enrichment of several genes, including surface proteins and accessory secretory pathway-related genes, as well as tyrosine decarboxylase genes in rodent isolates compared to avian isolates, including in mouse isolate MR1. A total of 40 genes were identified as rodent-associated, and all were transcriptionally active in *L. johnsonii* MR1. The global transcriptomic analysis of *L. johnsonii* MR1 was done using cells grown anaerobically, at 37˚C, under both the late-exponential phase and stationary phase, as well as during *in vivo* growth in the cecum of mono-colonized germ-free mice. Several of these genes were uniquely regulated during late exponential vs stationary phase growth and *in vivo* colonization in mice, highlighting their potential role in nutrient adaptation and host-microbe interactions.

**IMPORTANCE:**

*Lactobacillus johnsonii* is a well-known probiotic species with health-beneficial properties, including host immunomodulation and pathogen inhibition. Its growing relevance in the medical industry highlights the need to understand its biology, particularly how it adapts to different host environments. In bacteria, niche adaptation is often accompanied by the loss or gain of coding sequences along with changes in the genome size. In this study, we explored the genetic diversity of *L. johnsonii* strains from the gastrointestinal tracts of various vertebrates such as rodents, birds, swine, and humans. We found associations between genome content and host species of origin and could conceptually demonstrate that these genes are being differentially transcribed under varying conditions. Several functions were associated with specific host groups, suggesting that *L. johnsonii* strains have adapted to their hosts over time.

## INTRODUCTION

*Lactobacillus johnsonii* is a host-associated Gram-positive lactic acid bacterium (LAB). It is considered autochthonous to rodents, where strains of this species have been frequently isolated from both laboratory mice and wild rodents (1–5). In humans, *L. johnsonii* can colonize the GI tract and vagina at varying levels (6–9). Other niches frequently colonized by this species include the GI tract of swine and avian species like chickens and turkeys (10–12). *L. johnsonii* is well-studied for the health-promoting benefits it confers to the host. These include inhibition and exclusion of pathogens (13–15), immunomodulation (16, 17), and enhancement of epithelial barrier function (18) to name a few. However, the manifestations of these health benefits can vary among *L. johnsonii* strains due to strain heterogeneity, a phenomenon observed in host-adapted lactobacilli.

Host adaptation of *L. johnsonii* was first hypothesized by Guinane et al. in 2011, where through comparative analysis of 12 strains, the authors reported host-specific divergence of *L. johnsonii* strains based on genomic inversion and gene content (19). Since then, various studies, based on the genome sequence information of strains of *L. johnsonii,* have continued to build on this hypothesis. Multilocus sequence typing (MLST) and other genomic approaches have provided insights into the genetic diversity and population structure of *L. johnsonii* strains across different hosts (20). MLST-based analysis of three hypothetical genes in 47 *L*. *johnsonii* strains divided them into three main clusters, each composed entirely of isolates from avian species (chicken and turkey), humans, and mice. These results were paralleled by the findings from simple sequence repeat (SSR) loci-based analysis on the same data set (20). Recent work from (21) and (22) also suggests that based on the genome sequence, strains of *L. johnsonii* cluster phylogenetically by the host source, and this distinct clustering is also seen for closely related host species like chicken and turkey (21, 22). Furthermore, preliminary experimental evaluation demonstrated that oral gavage of broiler chickens with strains isolated from chickens resulted in better overall bird performance than when gavaged with turkey isolates (21).

In rodents, *L. johnsonii* is considered a member of the autochthonous microbiome and is thought to interact closely with other microbial species and the host. Its numbers are markedly diminished in mice after broad-spectrum antibiotic treatment, and the recovery of this species in the GI tract can be inhibited or augmented by other microbial members of the microbiome (23–26). When introduced orally into mice, *L. johnsonii* can affect mucosal immunity, systemic immunity, and intestinal function (16, 27–31). *L. johnsonii* supplementation during the weaning period was shown to be able to prevent the development of experimental atopic dermatitis in adult mice (32) and could markedly alter the developing microbiome of the neonatal offspring and decrease subsequent T helper 2 (Th2) immune responses to viral infection (28). Supplementation of *L. johnsonii* has also been shown to delay the onset of type 1 diabetes (T1D) in diabetic-prone (BBDP) rats partly by interacting and modulating the innate and adaptive immune system (29, 30).

In this study, we aim to build upon existing insights by conducting a comparative genomic analysis of *L. johnsonii* strains isolated from diverse vertebrate hosts. Through pangenome and functional enrichment analyses, we seek to elucidate the genetic basis of host specificity. Furthermore, by using transcriptomics analysis, we investigate the expression profile of the identified host-specific genes in a rodent isolate MR1, in various *in vitro* and *in vivo* growth conditions. Our findings contribute to a deeper understanding of the ecological and evolutionary dynamics of host-microbe interactions in the vertebrate GI tract.

## RESULTS

### General genomic features

To create a robust data set for comparing *L. johnsonii* strains, we carefully curated genome sequences from the National Center for Biotechnology Information (NCBI) database, using specific selection criteria to ensure diverse representation and minimize bias. At the time of this study, there were 83 genome sequences of *L. johnsonii* available in the NCBI database. Of these, 55 genome sequences were from strains isolated from the GI tracts of vertebrate hosts. For a robust comparative analysis, it was essential to have a sufficient number of strains representing each host. Consequently, four strains isolated from macaque, cattle, and horse were excluded due to an insufficient number of representative strains for these hosts. Similarly, to prevent sampling bias, strains submitted under the same BioProject ID were further filtered. A representative strain was selected from such BioProject submissions, by setting the following thresholds: (i) pairwise whole-genome sequence average nucleotide identity (ANI) score of <0.999; (ii) the least number of sequence contigs in the group; and (iii) the largest relative length of longest and shortest contigs. We identified 42 genome sequences that met this criteria, and their states of assembly were as follows: 11 complete genome sequences and 31 assemblies as either scaffolds and/or contigs (Fig. 1A; Table S1). Notably, five genome sequences were derived from metagenome assemblies. Among the complete genome sequence, four isolates, GHZ10a, PF01, FI9785, and UMNLJ22, have two plasmids each. The average sequence length of an *L. johnsonii* strain in this study is 1.8 Mb, ranging from 1.6 Mb to 2.1 Mb. Open reading frames (ORFs) in the genome sequences, identified using Prodigal (33), range from 2,078 to 1,678 (Fig. 1A); of these, 1–99 gene calls were partial gene class, i.e. they either do not have a start or stop codon in the sequence. Overall, this filtering resulted in a final data set of 42 vertebrate GI tract isolates originating from humans (10 strains), rodents (17 strains), avian species including chicken (six strains) and turkey (two strains), and swine (six strains) (Table S1).

**Fig 1:**
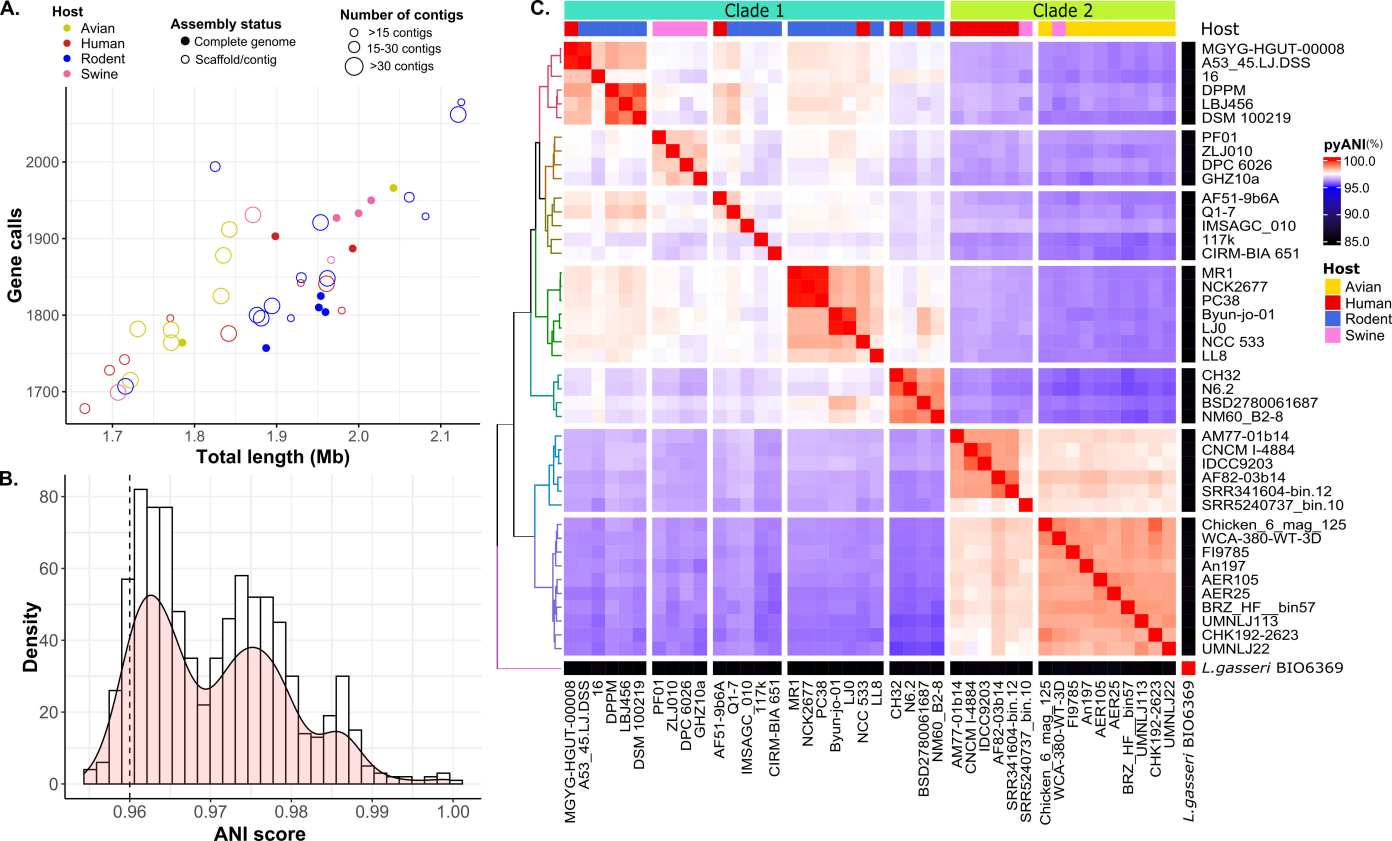
Pairwise ANI score-based clustering of *L. johnsonii* strains. (**A**) A scatter plot highlighting the genomic features of 42 vertebrate GI tract strains of *L. johnsonii*. The *x*-axis of the scatter plot represents the total genome length (Mb), and the *y*-axis represents the gene calls identified in each strain using Prodigal. Each point represents a genome, colored based on the host they originate from, as indicated in the legend. Closed and open circles represent completely assembled and draft genome sequences, respectively, and the size of the circle represents the number of contigs in the genome. (**B**) Histogram distribution of pairwise whole-genome sequence ANI scores of 42 *L. johnsonii* strains. The density plot appears to have a trimodal distribution. (**C**) Dendrogram and hierarchical clustering of whole-genome sequence ANI scores. The heat map represents the pairwise ANI scores ranging from 85% (black) to 100% (red). *L. gasseri* BIO6369 is set as the outgroup for the analysis. Ward.D2 hierarchical clustering method was used to generate a dendrogram on the Euclidean distance matrix of ANI scores. The annotation bar at the top of the heat map indicates the host that each strain originates from (Host). Based on the ANI scores, *L. johnsonii* strains cluster into two distinct clades identified at the top of the heat map: Clade 1 and Clade 2.

To confirm that all the strains in the data set are indeed strains of the same species, a phylogenetic relationship between the *L. johnsonii* strains was established with whole-genome ANI blast analysis (34) (Fig. 1B). A closely related species, *Lactobacillus gasseri* (BIO6369), was set as the outgroup for this analysis. The current standard for species differentiation in whole-genome ANIblast (ANIb) is <95%, i.e., if the ANI score between two genome sequences is <95%, they are considered to belong to two different species; else, they are considered as two strains of the same species (35, 36). The interspecies ANI between all *L. johnsonii* strains and *L. gasseri* was 85%, confirming the separation of all *L. johnsonii* strains and *L. gasseri* BIO6369 at the species level. The intraspecies ANI among *L. johnsonii* strains ranged from 95.4% to 99.9%, confirming that all the strains in the data set belong to the same species, *L. johnsonii*. Interestingly, the distribution of intraspecies pairwise ANI scores appeared to have a trimodal distribution with two distinct peaks at 96.4% and 97.5% similarity scores and a third smaller peak at 98.8% similarity score (Fig. 1B)**.**

To further explore the multimodal pattern in the ANI density plot, we visualized the pairwise scores as a Euclidean distance matrix, represented by the heatmap. The rows and columns of the heatmap were clustered based on the Ward.D2 method of hierarchical clustering, illustrated in Fig. 1C. The clustering of strains based on the ANI scores shows two discernible groups. When we looked at where the strains in each clade originated from, we saw that Clade 1 is composed of all the rodent isolates, and Clade 2 is composed of all the avian isolates. Human and swine isolates are scattered across these two clades.

In a supplementary analysis, we compared the genome sequences of 83 strains of *L. johnsonii* originating from various sources including dairy products. The phylogenetic tree built through whole-genome ANI analysis once again clustered the strains into two clades (Fig. S1). There was no indication of a distinct third clade, further validating the clear segregation of rodents and avian isolates. The strains isolated from various dairy products and unknown niches in vertebrate hosts were distributed among these two clades.

### Pangenome analysis of *L. johnsonii* vertebrate GI tract isolates

Next, we analyzed the pangenome of the 42 *L*. *johnsonii* GI tract isolates. A pangenome encompasses all the genes (ORFs) identified across all the strains in a species. Homologous genes in the pangenome are grouped into gene clusters (GCs). The pangenome consists of core and accessory genomes: GCs found in all strains of a species form the core genome, while the remaining GCs make up the accessory genome and likely represent functions involved in niche adaptation. Across the 42 *L*. *johnsonii* strains, a total of 17,440 gene calls were predicted by Prodigal (33) (Tables S1 and S2). These gene calls were clustered into 4,478 GCs using the Anvi’o microbial pangenome analysis pipeline. On average, an *L. johnsonii* strain in this study has 1,732 GCs, suggesting that the current size of the pangenome is 2.5 times the size of an average *L. johnsonii* strain. As new strains were added to the analysis, the size of the pangenome continued to increase, as shown by the pangenome profile curve, while the size of the core genome remained relatively stable (Fig. 2A).

**Fig 2:**
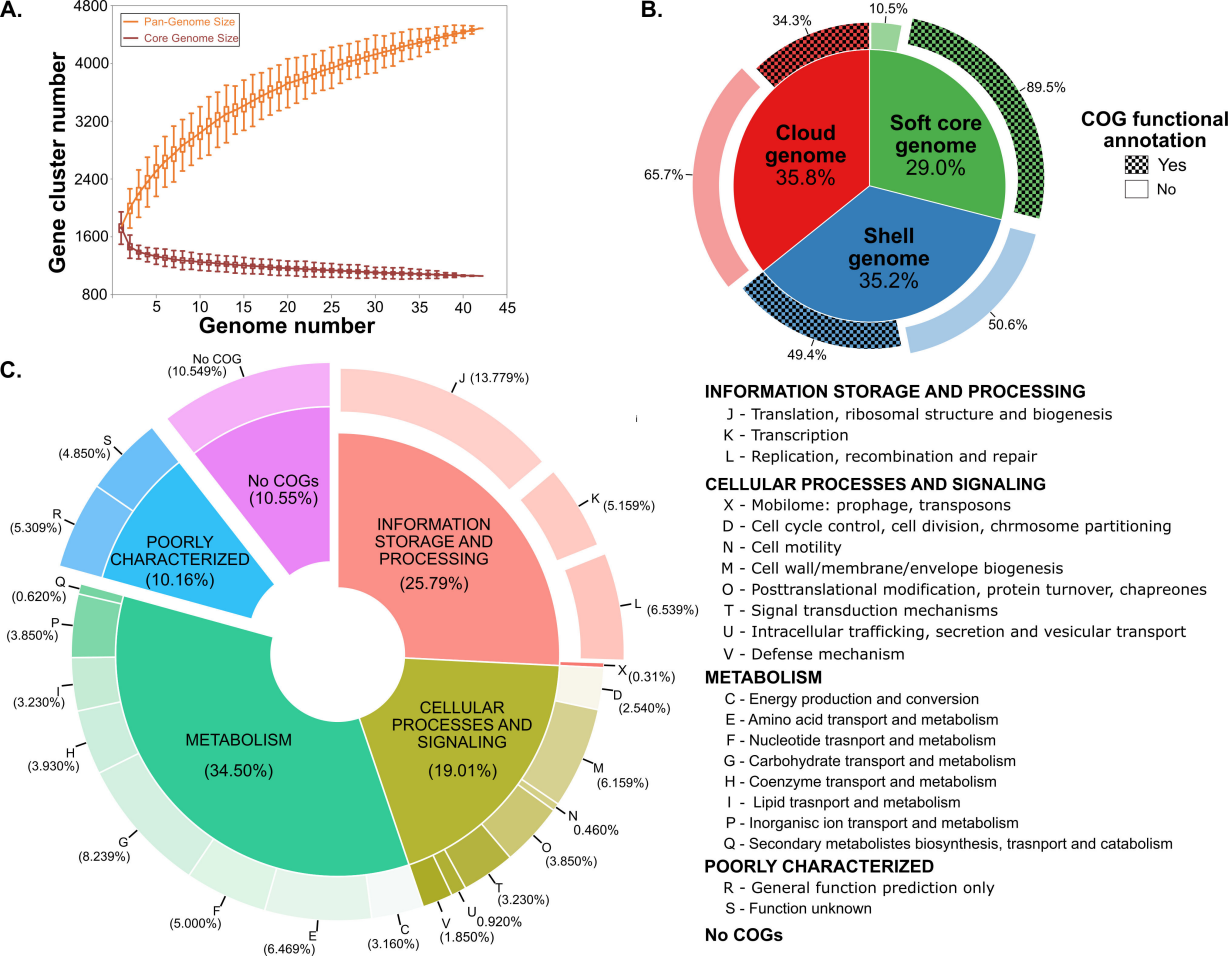
Pangenome analysis of *L. johnsonii* vertebrate GI tract isolates. (**A**) Pangenome and core genome curves indicate the number of gene clusters (GCs) added to the pangenome (orange line) and core genome (red line) with the addition of a new genome, respectively. The graph depicts that the size of the pangenome will continue to increase with the addition of more strains, while the core genome size is relatively stable. (**B**) Grouping of pangenome into three bins, soft core genome (present in ≥40 genomes), shell genome (present in 3–39 genomes), and cloud genome (present in ≤2 genomes). The inner layer represents the percentage of the pangenome in each bin. The softcore genome is composed of 1,299 GCs, while the shell genome and cloud genome have 1,577 GCs and 1,607 GCs, respectively. The other layer represents the percent of each bin that either has COG functional annotations (checkered box) or no annotations (solid box). (**C**) Distribution of COG category annotations in the softcore genome. The inner and outer circles represent the percent of the softcore genome in each COG category and subcategory, respectively. About 34% of the softcore genome is populated by GCs involved in metabolism. This includes carbohydrates, amino acids, and nucleotide transport and metabolism pathways. The second most populated category in the softcore genome is information storage and processing. This includes GCs involved in central dogma pathways, e.g., transcription, translation, and replication.

Given that most strains in the study are in scaffolds and contigs, we refined the definitions of core and accessory genomes using the following terms and thresholds: softcore genome (GCs present in >95% of the strains), shell genome (GCs present in <95% but >5% of the strains), and cloud genome (GCs present in <5% of the strains). In this study, the softcore genome comprises 29% of the pangenome (Fig. 2B). In other words, the softcore genome (1,299 GCs) makes up 78% of an *L. johnsonii* strain in this study. The shell genome and cloud genome each represent approximately 35% of the pangenome. In terms of annotated GCs, 90% of the soft-core genome has functional annotations, from NCBI’s Clusters of Orthologous Groups (COGs) database, while the remaining 10% could not be annotated using the COG database (Fig. 2C). In contrast, only 50% and 35% of the shell and cloud genomes have functional annotations, respectively (Fig. 2B). The large sizes of the shell genome and cloud genome imply a high level of heterogeneity among these strains, and the lack of annotations of GCs in these two groups suggests that there is much that is not understood about the biological diversity of *L. johnsonii* strains.

### Association between genome sequence/content and host source of the isolate

To further explore our hypothesis of host specificity among *L. johnsonii* strains, we looked into the level of sequence similarity among the GCs in the core genome. Among the 1,299 GCs in the softcore genome, 367 GCs were present in all 42 strains, with each strain having only one copy of these GCs. With *L. gasseri* BIO6369 as the outgroup, a maximum likelihood (ML) tree was built using the sequence alignment of the 367 singly-copy core GCs (Fig. 3A). The ML tree generated from the alignment of these genes delineated the strains into two primary clades, mirroring the clustering observed in the ANI analysis. Within these primary clades, further resolution into four subclades was observed, which closely reflected the host source of the strains. Subclade 1 (S1) is largely populated by *L. johnsonii* strains isolated from swine, and subclade 2 (S2) predominantly comprises strains from rodents, interspersed with several human isolates. The remaining human isolates clustered into subclade 3 (S3), and all avian isolates were grouped into subclade 4 (S4). Notably, there is no correlation between the four subclades and the geographical locations (adjusted R2 of 0.05 and *P*-value 0.12) of the strains. On the other hand, the grouping of strains into the four subclades is better explained by their host source (adjusted R2 of 0.67 and *P*-value 1.481e-09), indicating that the host source may be the primary factor driving the genomic diversification of the strains observed here. In summary, this robust phylogenetic analysis corroborates the ANI-based clustering and strongly suggests that there is host-specific clustering among the GI tract vertebrate strains of *L. johnsonii*.

**Fig 3:**
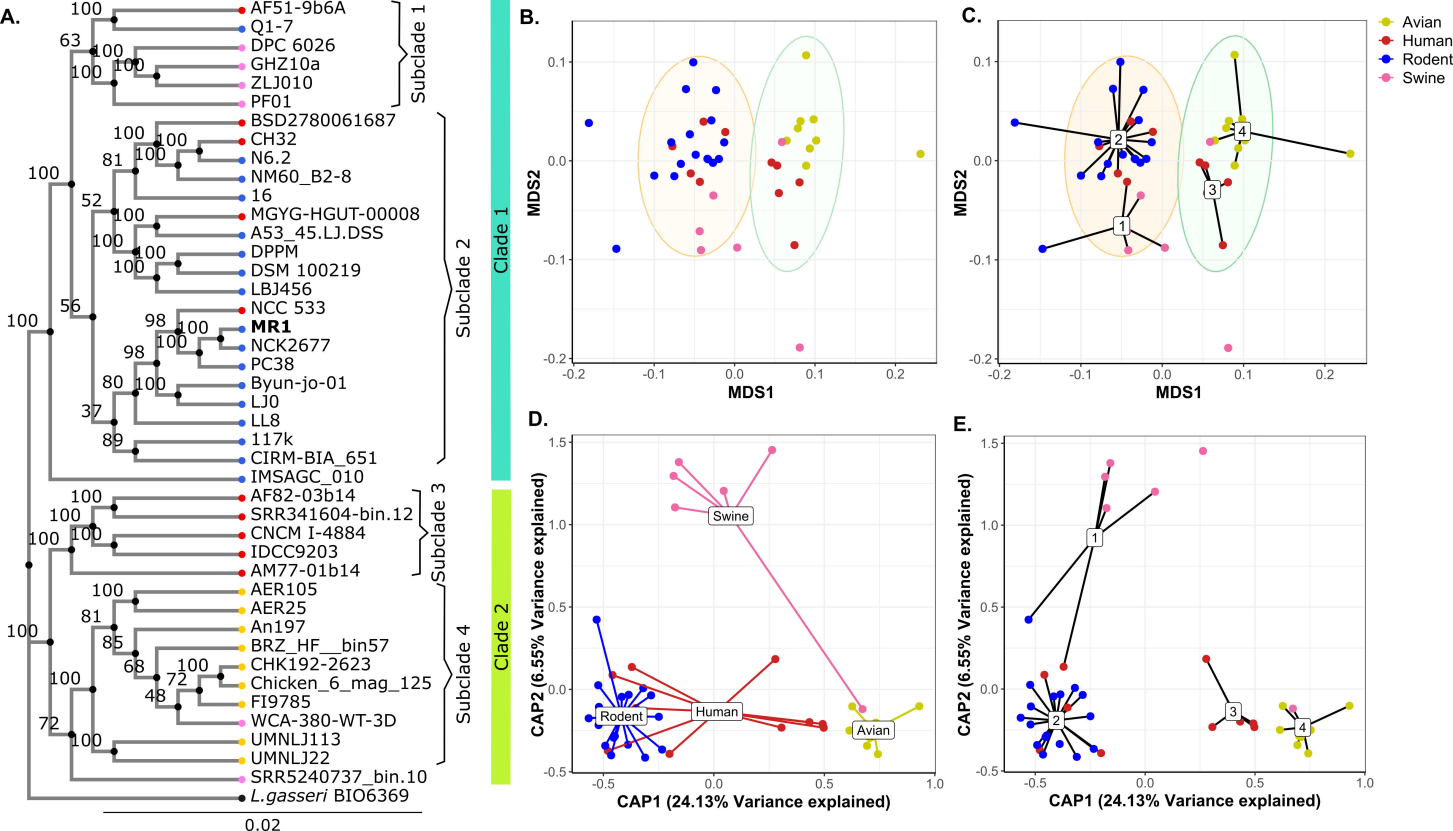
Phylogenetic association between genome sequence and strain host. (**A**) Maximum likelihood tree generated based on 378 single-copy core gene clusters across 42 *L*. *johnsonii* strains with *L. gasseri* BIO6359. The phylogenetic tree clusters the strains into two distinct clades and further into four subclades. Two strains, IMSAGC_10 and SRR5240737_bin.10, branch out early within Clade 2 and Subclade 4, respectively, and are not grouped with any of the subclades. Nodes of the tree are colored based on the host they originate from. Numbers on the tree represent the bootstrap value, and the scale bar represents the evolutionary distance. (B and C) Multidimensional scaling (MDS) ordination analysis of gene cluster presence and absence (Jaccard distance matrix). Ward.D2 hierarchical clustering of the Jaccard distance matrix separates the strains into two groups, which resemble clades 1 and 2 (**B**) and encompass the four subclades, represented by the spider plot (**C**). Ellipses denote 95% confidence intervals. (D and E) Constrained analysis of principal components (CAP) of Jaccard distance matrix, constrained by the host. The spider plots highlight the grouping of strains by hosts (**D**) and subclades (**E**). Each point represents a genome and is colored based on the host they originate from, as indicated in the legend.

To further explore the association between host specificity and overall genomic content, we performed a pairwise analysis that compares the presence and absence of genes (Jaccard distance analysis) between strains and uses that as an estimate of genomic relatedness between all the strains. Based on the Jaccard distance matrix that was generated, the strains clustered into two groups, as shown by the unconstrained MDS plot (Fig. 3B and C). The strain composition of these two groups closely mirrored that of Clade 1 and Clade 2 observed in both the ML phylogenetic and ANI analyses. Furthermore, overlaying the subclades on the Jaccard distance plot reaffirmed the consistent clustering patterns, even at the subclade level. Constraining the Jaccard distance matrix analysis for the host explains 22% of the variance in the data. A principal component analysis of the host-constrained data once again grouped the strains into four clusters (Fig. 3D and E). This is consistent with the subclades identified in the ML phylogenetic analysis. In summary, we see strong evidence for host-specific clustering among *L. johnsonii* strains in this study. This host specificity is most distinct for strains originating from rodent and avian hosts. While swine isolates may demonstrate host specificity, the small sample size limits the conclusion from this data set, and there was no evidence supporting human-specific clustering of strains in this data set.

### Functional enrichment analysis

The genomic analysis strongly suggests host-specific clustering of strains, which is more pronounced for strains originating from rodent and avian isolates. To further explore this specificity, we performed a functional enrichment analysis to identify functions significantly associated with the rodent host group, using GCs annotated by the COG function database and KEGG KOfam database. Among the rodent isolates, a total of 11 COG/KOfam functions, spanning 18 GCs, were found to be significantly enriched (Table 1). Most of these functions were enriched in more than one host, either rodent and swine or rodent and human, and were rare or absent in avian hosts (Table S3). To do more in-depth computational analysis that can be complemented by *in vitro* and *in vivo* analyses, from this point onward, we focused on rodent isolate MR1 as a representative strain for the rodent strains in the study. Notably, the whole-genome sequence-based pairwise ANI score of *L. johnsonii* MR1 strain and the other rodent strains ranges from 97.3 to 99.9% (Table S4). Through pBLAST analysis, we identified 17 CDS in *L. johnsonii* MR1 strain that were homologous to the 18 rodent-enriched GCs (Table 2). Furthermore, through nucleotide BLAST analysis, we confirmed that all CDS identified were present in rodent isolates and were rare or absent in avian isolates.

**TABLE 1:** COG/KOfam functions identified as significantly enriched in rodent strains

Function enriched in rodent isolates (COG/Kofam)	Enrichment score	Adjusted *q*-value	Accession (COG/KEGG ID)	Gene clusters ID(s)
DNA-binding transcriptional regulator, IscR family (IscR) (PDB:1XD7)	32.31	5.40E−04	COG1959	GC_00001563
Multidrug resistance efflux pump EmrA (EmrA) (PDB:4TKO)	23.82	4.10E−03	COG1566	GC_00000091
ABC-type bacteriocin/lantibiotic exporters, contain an N-terminal double-glycine peptidase domain (SunT) (PDB:3K8U)	22.71	6.10E−03	COG2274	GC_00000094
Periplasmic protein TonB, links inner and outer membranes (TonB) (PDB:1IHR)!!!Uncharacterized conserved protein YjbI, contains pentapeptide repeats (YjbI) (PDB:2BM4)	20.89	1.30E−02	COG0810!!! COG1357	GC_00001573, GC_00001922, GC_00002002, GC_00003025, and GC_00003157
UDP-glucose:(galactosyl) LPS alpha-1,2-glucosyltransferase [EC:2.4.1.58]	32.82	3.60E−04	K03279	GC_00001444 and GC_00001452
HTH-type transcriptional regulator, cell division transcriptional repressor	25.75	3.60E−03	K22300	GC_00001504 and GC_00002348
Two-component system, LytTR family, sensor histidine kinase ComD [EC:2.7.13.3]	22.71	5.50E−03	K12294	GC_00001408
Accessory secretory protein Asp1	22.18	5.50E−03	K12268	GC_00001536 and GC_00002953
Accessory secretory protein Asp3	22.18	5.50E−03	K12270	GC_00001548
Poly(glycerol-phosphate) alpha-glucosyltransferase [EC:2.4.1.52]	22.18	5.50E−03	K00712	GC_00000072
Accessory secretory protein Asp2	22.18	5.50E−03	K12269	GC_00001532

**TABLE 2:** Rodent-enriched and unique genes (genome locations in *L. johnsonii* MR1)^*a*^

Gene cluster ID	Enriched/ unique	Protein ID	Locus tag	Genes	Product	Start	End	Functional group
GC_00001563	Enriched	UKV65942.1	LXB09_04170	LXB09_04170	Rrf2 family transcriptional regulator	893,030	893,395	Transcription, replication, and recombination
GC_00001504	Enriched	UKV66033.1	LXB09_04240	LXB09_04240	Helix-turn-helix domain-containing protein	903,115	904,092	Transcription, replication, and recombination
GC_00001982	Unique	UKV64487.1	LXB09_05425	LXB09_05425	RNA helicase domain-containing protein	1,163,574	1,164,146	Transcription, replication, and recombination
GC_00001996	Unique	UKV64488.1	LXB09_05430	LXB09_05430	Replication protein	1,164,101	1,164,664	Transcription, replication, and recombination
GC_00001918	Unique	UKV64492.1	LXB09_05455	LXB09_05455	Metalloregulator ArsR/SmtB family transcription factor	1,168,316	1,168,669	Transcription, replication, and recombination
GC_00002657	Unique	UKV65021.1	LXB09_08650	LXB09_08650	Helix-turn-helix domain-containing protein	1,821,892	1,822,635	Transcription, replication, and recombination
GC_00001573	Enriched	UKV65852.1	LXB09_03700	LXB09_03700	LPXTG cell wall anchor domain-containing protein	796,306	806,622	Cell wall/membrane-associated
GC_00001452	Enriched	UKV64440.1	LXB09_05160	LXB09_05160	Glycosyltransferase family 8 protein	1,094,352	1,095,302	Cell wall-/membrane-associated
GC_00001444	Enriched	UKV64441.1	LXB09_05165	LXB09_05165	Glycosyltransferase family 8 protein	1,095,315	1,096,265	Cell wall-/membrane-associated
GC_00002002	Enriched	UKV64453.1	LXB09_05230	LXB09_05230	LPXTG cell wall anchor domain-containing protein	1,112,945	1,119,547	Cell wall-/membrane-associated
GC_00002002	Enriched	UKV64529.1	LXB09_05660	LXB09_05660	YSIRK-type signal peptide-containing protein	1,224,733	1,230,180	Cell wall-/membrane-associated
GC_00002002	Enriched	UKV64702.1	LXB09_06670	LXB09_06670	YPDG domain-containing protein	1,440,040	1,447,182	Cell wall-/membrane-associated
GC_00002392	Unique	UKV65177.1	LXB09_00090	chbA	PTS lactose/cellobiose transporter subunit IIA	16,870	17,211	Metabolism
GC_00001884	Unique	UKV65178.1	LXB09_00095	bglA	Glycoside hydrolase family 1 protein	17,211	18,680	Metabolism
GC_00001408	Enriched	UKV65639.1	LXB09_02555	LXB09_02556	GHKL domain-containing protein	544,799	546,082	Metabolism
GC_00002433	Unique	UKV65672.1	LXB09_02720	tyrDC	Tyrosine decarboxylase	578,368	580,206	Metabolism
GC_00002692	Unique	UKV65673.1	LXB09_02725	tyrP	APC family permease	580,226	581,662	Metabolism
GC_00001892	Unique	UKV64493.1	LXB09_05460	LXB09_05460	CadD family cadmium resistance transporter	1,168,686	1,169,303	Metabolism
GC_00000072	Enriched	UKV65844.1	LXB09_03660	gtfB	Accessory Sec system glycosylation chaperone GtfB	783,635	784,963	Accessory secretory pathway
GC_00000072	Enriched	UKV65845.1	LXB09_03665	gtfA	Accessory Sec system glycosyltransferase GtfA	784,956	786,485	Accessory secretory pathway
GC_00001548	Enriched	UKV65847.1	LXB09_03675	asp3	Accessory Sec system protein Asp3	788,869	789,726	Accessory secretory pathway
GC_00001532	Enriched	UKV65848.1	LXB09_03680	asp2	Accessory Sec system protein Asp2	789,710	791,254	Accessory secretory pathway
GC_00001536	Enriched	UKV65849.1	LXB09_03685	asp1	Accessory Sec system protein Asp1	791,256	792,764	Accessory secretory pathway
GC_00002010	Unique	UKV65223.1	LXB09_00325	hsdS	Restriction endonuclease subunit S	70,535	71,539	Defense mechanisms
GC_00002220	Unique	UKV65226.1	LXB09_00340	hsdS	Restriction endonuclease subunit S	73,023	74,150	Defense mechanisms
GC_00000091	Enriched	UKV65629.1	LXB09_02500	blpB	Hypothetical protein	534,936	535,529	Defense mechanisms
GC_00000091	Enriched	UKV65634.1	LXB09_02530	blpB	HlyD family efflux transporter periplasmic adapter subunit	538,231	538,824	Defense mechanisms
GC_00000094	Enriched	UKV65635.1	LXB09_02535	blpA	Peptide cleavage/export ABC transporter	538,835	540,994	Defense mechanisms
GC_00001766	Unique	UKV64485.1	LXB09_05415	LXB09_05415	Phage integrase SAM-like domain-containing protein	1,161,997	1,163,181	Mobilome
GC_00002522	Unique	UKV65042.1	LXB09_08770	LXB09_08770	Phage portal protein	1,832,742	1,834,169	Mobilome
GC_00002197	Unique	UKV65043.1	LXB09_08775	LXB09_08775	Hypothetical protein	1,834,147	1,834,578	Mobilome
GC_00002378	Unique	UKV65171.1	LXB09_00060	LXB09_00061	Hypothetical protein	10,408	11,757	Unknown function
GC_00002271	Unique	UKV65181.1	LXB09_00110	LXB09_00110	Hypothetical protein	22,546	23,736	Unknown function
GC_00002188	Unique	UKV65182.1	LXB09_00115	LXB09_00115	ATP-binding protein	23,990	25,267	Unknown function
GC_00002003	Unique	UKV64491.1	LXB09_05450	LXB09_05450	Hypothetical protein	1,166,859	1,167,836	Unknown function
GC_00002752	Unique	UKV65010.1	LXB09_08595	LXB09_08595	Hypothetical protein	1,816,830	1,817,231	Unknown function
GC_00002653	Unique	UKV65011.1	LXB09_08600	LXB09_08600	PH domain-containing protein	1,817,253	1,818,152	Unknown function
GC_00002652	Unique	UKV65020.1	LXB09_08645	LXB09_08645	ERF family protein	1,821,120	1,821,878	Unknown function
GC_00002683	Unique	UKV65028.1	LXB09_08685	LXB09_08685	Hypothetical protein	1,825,077	1,825,340	Unknown function
GC_00002687	Unique	UKV65039.1	LXB09_08755	LXB09_08755	Hypothetical protein	1,830,100	1,830,648	Unknown function

^*a*^ Rodent-enriched genes were identified using anvi'o functional enrichment analysis. Rodent unique genes were identified by filtering gene clusters that were only found in the rodent isolate and also present in strain M1. Homologs of gene clusters in *L. johnsonii* MR1 were then identified using the amino acid sequence of gene clusters and pBLAST and tBLASTn analysis.

Four surface proteins of varying lengths were identified as rodent-specific genes in *L. johnsonii* MR1. The schematic representation of these genes is shown in Fig. S2. These genes encode the C-terminal anchoring motif, LPxTG, and the N-terminal YSIRK signal sequence that are found on surface proteins in gram-positive bacteria (37). Apart from LPxTG and YSIRK motifs, these genes also contain other domains that are associated with surface proteins in lactobacilli, like the Muc_B2 domain (38), Rib domain (39), and mucus adhesin domain homologous to Lar_0958 adhesin in *Limosilactobacillus reuteri* (40). Additionally, genes encoding glycosyltransferase family 8 (GT8) proteins were also among the rodent host-specific genes in *L. johnsonii*. Similar GT8 proteins are also identified in *Levilactobacillus brevis* (*gtf_D15_*) and *Lactiplantibacillus paraplantarum* BGCG11 (*orf2*), where they are found to be associated with cell envelope and eps cluster, respectively (41, 42). Other rodent-specific genes of interest include bacteriocin exporters, *blpA* and *blpB* (LXB09_02500 and LXB09_2530)*,* and accessory secretory (aSec) pathway genes *asp1/2/3,* glycosyltransferases *gtfA* and glycosyltransferase *gtfB*. The schematic representation of these genes is shown in Fig. S3.

The functional enrichment analysis identifies COG/KOfam functions that are significantly associated with a group; however, this type of analysis excludes GCs that have no annotated functions, and 46% of the GCs in this pangenome have no functional annotations. Therefore, we also identified GCs that were unique to rodent isolates, irrespective of functional annotation. This approach identified 25 GCs unique to multiple rodent isolates, including *L. johnsonii* MR1, which were absent in strains from other hosts. Through pBLAST analysis, these 25 GCs were found to be homologous to 23 CDS in *L. johnsonii* MR1 (Table 2). Some of these genes include tyrosine decarboxylase t*yrDC* and its transporter *tyrP*, involved in converting tyrosine taken into the cell through TyrP, into tyramine and exported out through the same antiporter, PTS cellobiose transporter subunit IIA *chbA* and 6-phospho-β-glucosidase (Fig. S3). The 6-phospho-β-glucosidase, identified as *bglA* through KEGG analysis, is homologous to aryl-6-phospho-β-glucosidase *blgA* and *bglH* found in *Bacillus subtilis* and facilitates the growth of cells on aryl-β-d-glucosides like salicin and arbutin (43). Other rodent unique genes identified encode for restriction endonuclease subunit S *hsdS*, phage proteins, and several proteins of yet unknown functions. Altogether, 40 CDS were identified in *L. johnsonii* MR1 as either significantly enriched in rodent isolates or unique to some rodent isolates (Fig. 4). The presence of 40 genes, potentially involved in adhesion, nutrient utilization, niche adaptation, and defense, suggests that these functions may be driving some of the host specificity observed in the phylogenomic analysis.

**Fig 4:**
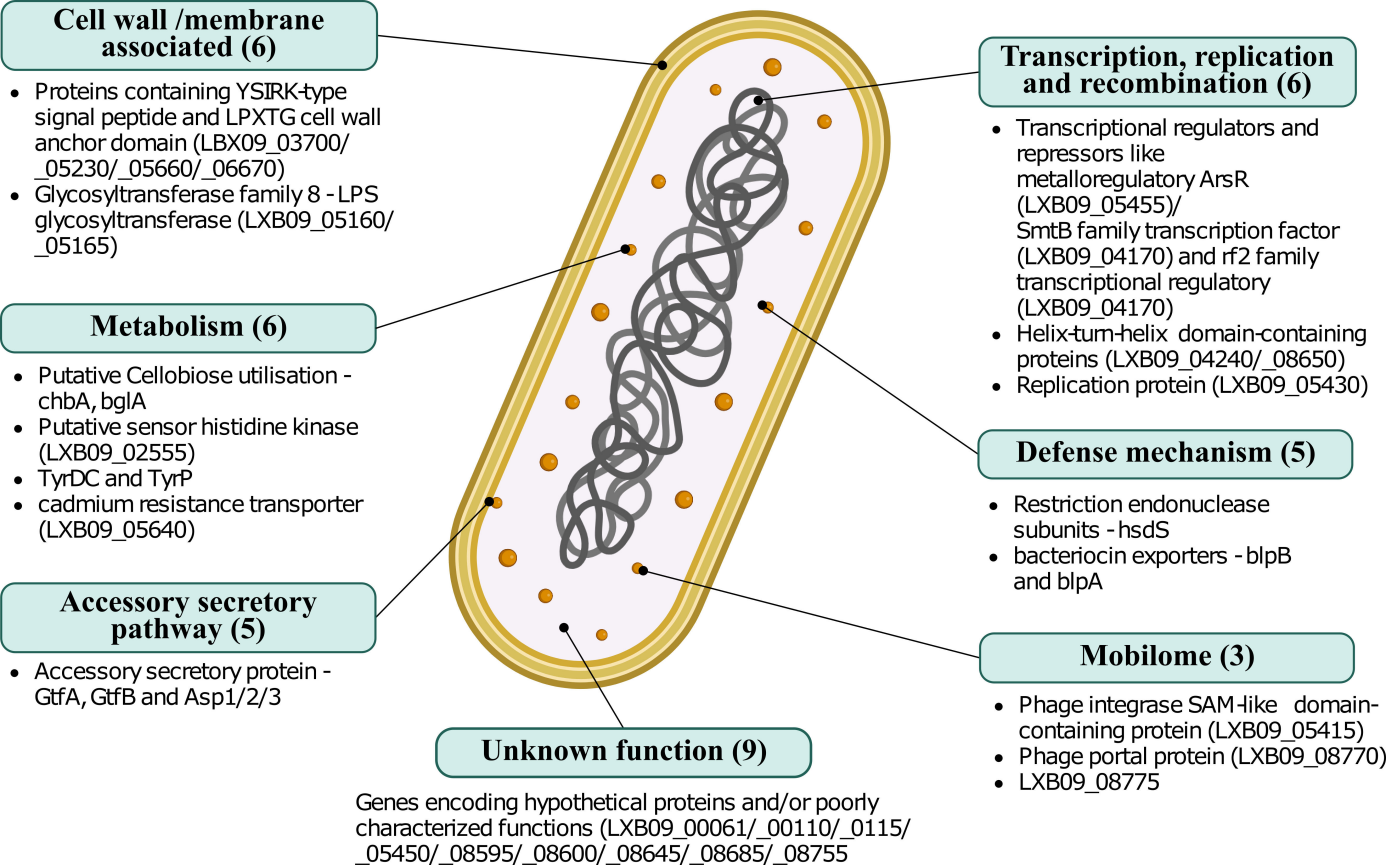
Functions in MR1 strains, identified as significantly enriched or unique to rodent isolates. Through functional analysis of the pangenome, 16 genes in *L. johnsonii* MR1 were identified as significantly enriched among rodent isolates and absent among avian isolates. Additionally, 23 genes were identified as unique to rodent isolates and found in the MR1 strain. The 39 genes span across seven functional categories and pathways like transcription, replication, recombination, and cell wall/membrane associated. Created with BioRender.com.

### *In vitro* and *in vivo* transcriptional activity of putative rodent-specific genes in *L. johnsonii* MR1

Through computational analysis, we identified 40 genes as rodent-associated in *L. johnsonii* MR1. Next, we wanted to investigate if the predicted genes are transcriptionally active in this strain. 

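RNA from 16 samples was sequenced as paired-end reads after ribosomal RNA depletion: 4 broth cultures in late-exponential phase, 4 in stationary phase, and the cecal contents of 8 mice. The authors checked read quality with FastQC, trimmed the reads with TrimGalore, aligned them end to end to the MR1 genome with Bowtie2, converted the alignments with SAMtools, and counted fragments per gene with HTSeq. The counts read here carry no normalization. They cover 1879 genes and 5 summary lines for fragments assigned to no gene. The strand setting of the counting and the release of the annotation are not given in the sources used here, so reads of overlapping genes could be dropped or shared, and reads of near-identical genes could be lost. Counts made on the strand opposite to the transcripts would show reads against the genes, and every level given here would change. The values did not settle which strand was counted.
Each pair of conditions was compared in edgeR with quasi-likelihood F-tests, using only the libraries of those 2 conditions. Library sizes were scaled by the trimmed mean of M values (TMM), genes with few reads were filtered by the default rule, and p values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p value below 0.05 were called. A positive log2 fold change means higher expression in the condition named first. Each comparison was repeated without each of its libraries in turn, with DESeq2, and with limma-voom. Levels are given as CPM, counts scaled to a common library size by TMM, with SD. FPKM, used for detection, divides counts by the gene length in Table 2 and by the total of gene counts in the library; it is not corrected for composition, so it can shift between conditions where CPM does not.
Genes are named by the locus tags of the count tables. The fold changes listed in Table S5 lie under other tags. With DESeq2 run on all 3 conditions in 1 fit, the *in vivo* fold change of all 1815 loci in Table S5 equaled that of a line of the count tables within a relative tolerance of 1e-05, but only 20 of these loci had it under the same tag and 1795 had it under another, up to 6 lines away or moved to the end of the list (6 loci). For 23 loci more than 1 line matched. Of the 40 genes in Table 2, 3 kept their tag (LXB09_00060, *chbA*, and *bglA*) and 37 did not. Reads and gene length of the 40 genes had a median Spearman correlation over the 16 libraries of 0.728 (0.481 to 0.888) under the tags of the count tables and of 0.342 (0.206 to 0.426) under those of Table S5. Of the 58 lines without a read in any library, 57 were tRNA or rRNA genes under the tags of the count tables and 47 under those of Table S5. This choice of tags was made after seeing the data, and all values given for genes follow the count tables.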

For this, a global transcriptomic analysis of *L. johnsonii* MR1 during anaerobic *in vitro* growth and *in vivo* during host colonization was done. For the *in vitro* analysis, cells grown anaerobically at 37˚C were collected at the late-exponential phase and stationary phase. 

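The cultures were grown in MRS broth in quadruplicate, and cells were collected after 5 hours at an OD600 of 2.28 and after 10 hours at an OD600 of 4.80. The paper describes lysis with lysozyme before column purification, and the sample labels name a protease. Libraries were to be sequenced to 33M reads each. The late-exponential libraries held 27558714 to 38418993 fragments (median 30686882, n = 4), of which 0.884 to 1.75% were not aligned. The stationary libraries held 31426511 to 57311912 (median 47404734, n = 4), with 0.583 to 1.26% not aligned.
Few aligned fragments were assigned to genes. The assigned share was 2.36 to 9.10% in late-exponential phase and 0.705 to 0.827% in stationary phase, which left 898261 to 2824532 (median 1766376) and 218801 to 451300 (median 363658) gene counts per library. Most aligned fragments were counted as overlapping no gene: 75.7 to 87.5% and 86.8 to 89.8%. Others were set aside as low quality (9.48 to 13.3% and 9.3 to 12.2% of all fragments) or as ambiguous between genes (0.589 to 1.64% and 0.0856 to 0.107%). The 10 genes with the largest mean share over all 16 libraries took 2.48 to 8.53% of the gene counts in late-exponential phase and 19.9 to 22.7% in stationary phase. They are 1 fixed set, not the top genes of each library. The phases thus differed in depth and in the share of this set. Genes without any read numbered 61 to 77 and 117 to 155 per library.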

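The mice, 6 female and 2 male, received 300000000 CFU by the text of the paper and 100000000 CFU by the sample labels, and a protocol label lists 8 females and 2 males. In the *in vivo* count table 2 columns share 1 name. They belong to mice 4 and 5, but which is which cannot be told, so they are called 4 or 5a and 4 or 5b, and the sex of these 2 mice is taken as unknown. RNA from cecal contents was extracted with phenol-chloroform and a column, unlike RNA from broth, so extraction and growth condition changed together, and the aim was 150M reads per sample.
The *in vivo* libraries held 109430380 to 229263637 fragments (median 131178382, n = 8), and 19.9 to 88.7% of them (median 41.9%) were not aligned. Gene counts ranged from 348321 to 6108760 (median 1123074), and 69 to 338 genes had no read. The assigned share of aligned fragments was 0.862% in mouse 4 or 5a, 0.771% in mouse 6, and 0.866% in mouse 7, and 1.54 to 5.33% in the other 5. In these 3 libraries the same fixed set of 10 genes took 26.9, 31.3, and 27.4% of the gene counts, against 4.22 to 15.4% in the other 5.

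**Figure D1:**
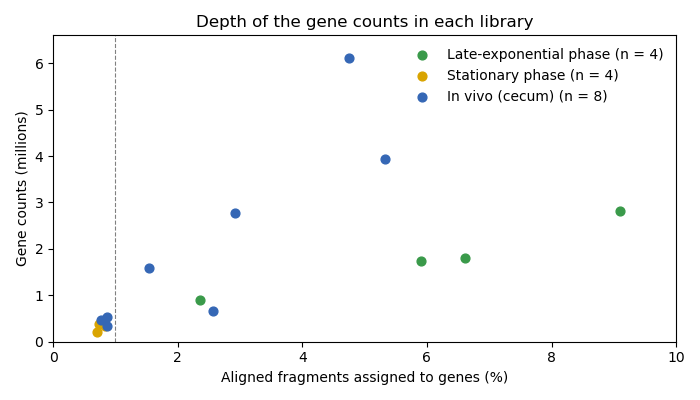
Gene counts of each library against the share of aligned fragments assigned to genes (late-exponential n = 4, stationary n = 4, *in vivo* n = 8). Each point is 1 library and the dashed line marks 1%.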

For the *in vivo* analysis, cecal contents of germ-free Balb/c mice, 7 days after oral gavage with *L. johnsonii* MR1, were collected. Stable colonization of the bacterium in the GI tract in mice was confirmed by monitoring CFU levels in the feces (Fig. S4). 

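Expression in the cecum (n = 8) was compared with that in late-exponential broth cultures (n = 4). Of 1795 genes tested, 177 were called, 146 with higher and 31 with lower expression *in vivo*, and 504 had an unadjusted p value below 0.05. DESeq2 called 372 (264 higher, 108 lower) of 1785 and limma-voom with sample quality weights 727 (417 higher, 310 lower). The calls rested on all 4 broth cultures: without replicate 1, 2, or 4 edgeR called 0 genes, with 378, 414, and 380 unadjusted, and without replicate 3 it called 1, with 400 unadjusted. Leaving out 1 mouse gave 47 (without mouse 1) to 213 calls (without mouse 4 or 5b). In settings chosen after seeing the data, the balance of directions turned with the assigned share of each library as a covariate (50 called, 14 higher and 36 lower) and with only the 3 mice under 1% of that share (883 called, 428 higher and 455 lower), and the 5 mice of 1% or more gave 482 (273 higher, 209 lower). Scaling by DESeq2 size factors moved the median log2 fold change of all genes from -0.04 to -0.14 and upper-quartile scaling to -0.21. For 295 genes the levels of the 2 groups did not overlap, where chance alone would give 0.404% of genes, and 140 of these were called.
The largest increases called were for LXB09_02820 (DUF1440 domain-containing protein), with a log2 fold change of 6.48 (standard error 1.41, adjusted p = 0.0257) by edgeR with Benjamini-Hochberg adjustment and a CPM of 440.2 ± 170.4 (SD, n = 4) in broth and 37334 ± 45565 (SD, n = 8) *in vivo*, LXB09_00365 (CCA tRNA nucleotidyltransferase), 5.17 (standard error 1.18, adjusted p = 0.0290), LXB09_02090 (arsenate reductase family), 5.07 (standard error 1.07, adjusted p = 0.0257), LXB09_05280 (hypothetical protein), 4.60 (standard error 0.99, adjusted p = 0.0257), and LXB09_01100 (NADH-dependent flavin oxidoreductase), 3.92 (standard error 0.91, adjusted p = 0.0290). Each was called in 8 of the 12 fits that left out 1 library, all but those without a broth culture, and LXB09_02820 was at 5.80 without mouse 7. The largest decreases included 2 tRNA genes, whose reads can be split between near-identical copies. LXB09_08830 (tRNA-Glu) had 8 to 26 reads in each broth culture, 76 altogether, and none *in vivo*, so its share of the gene counts was at least 57.2-fold lower, counting 3 reads for the mice as a floor. By the same edgeR tests with Benjamini-Hochberg adjustment, LXB09_05145 (tRNA-Lys) had a log2 fold change of -3.41 (standard error 0.94, adjusted p = 0.0403), LXB09_07220 of -3.03 (standard error 0.87, adjusted p = 0.0461), LXB09_06615 (glucose PTS subunit IIA) of -2.75 (standard error 0.56, adjusted p = 0.0257), and LXB09_05730 (deoxynucleoside kinase) of -2.48 (standard error 0.62, adjusted p = 0.0333). Of these, LXB09_06615 was called in 8 of the 12 fits, LXB09_05730 in 7 (not without mouse 1), LXB09_05145 in 5 (not without mouse 3, 4 or 5a, or 8), and LXB09_07220 in 4 (not without mouse 1, 2, 4 or 5a, or 8), and none without any 1 broth culture. The level of LXB09_06615 was 24601 CPM in broth culture 1 against 3798 to 6305 in the other 3, and without culture 1 its change was -1.86. Without mouse 1 LXB09_05145 was at -4.96, and without mouse 3 LXB09_07220 was at -3.66.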

Global transcriptomics analysis identified 497 genes with a significant change in the expression, with 310 genes having higher expression during *in vivo* colonization and 187 genes having higher expression during the *in vitro* late-exponential growth phase (Fig. 5; Table S5).

**Fig 5:**
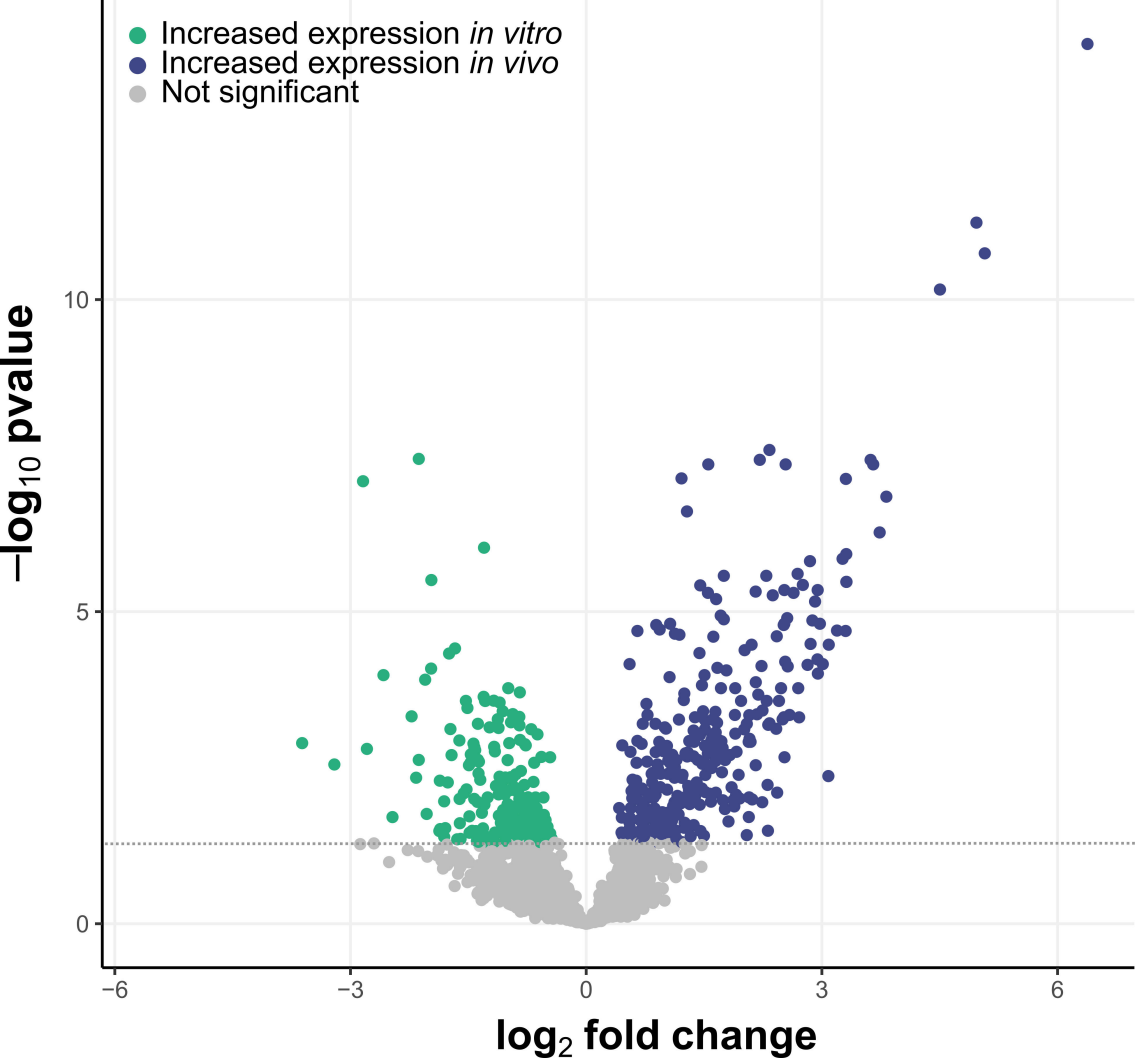
Differential expression of *L. johnsonii* MR1 genes during *in vitro* and *in vivo* growth conditions. Schematic representation of RNA-seq data (Table S5), comparing the expression of genes during the anaerobic late exponential growth phase (green dots) and during *in vivo* colonization of germ-free mice cecum (blue dots). Genes are considered to have a significant change in expression if the adjusted *P*-value is <0.05. The adjusted *P*-value threshold (=0.05) is reported by the dotted gray line.

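Detection was counted as at least 10 reads of a gene in every library of a condition. By this count 40 of the 40 rodent-associated genes were detected in late-exponential phase, 37 in stationary phase, and 34 *in vivo*. The strand of the counting is not known, so these reads need not be transcripts of the genes themselves. Missing in stationary phase were LXB09_08595 (2 to 9 reads), LXB09_08685 (6 to 17), and LXB09_08775 (2 to 4). Missing *in vivo* were LXB09_05450 (6 to 1522 reads), LXB09_05455 (0 to 515), LXB09_05460 (0 to 2041), LXB09_08595 (0 to 1422), LXB09_08650 (7 to 4345), and LXB09_08775 (0 to 296), each of which had 10 reads or more in most mice. Without mouse 7 the count *in vivo* was 36, and without any other mouse it stayed at 34. The minimum moved it most: with 100 reads in every library 35, 23, and 25 genes were detected, with 3 reads 40, 38, and 36. Thinning all libraries to 218801 counts gave 40, 36, and 31.
The median FPKM of the 40 genes, averaged over libraries, was 510.7 ± 23.1 in late-exponential phase (SD, n = 4), 396 ± 60.0 in stationary phase (SD, n = 4), and 513 ± 125 *in vivo* (SD, n = 8). With TMM-scaled library sizes the same medians were 357, 663, and 474, so their order depends on the scaling.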

The identified putative host-specific genes in *L. johnsonii* MR1 were found to be transcriptionally active under both *in vitro* and *in vivo* conditions (Fig. 6; Fig. S5; Table S6). 

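The 6 genes for transcription, replication, and recombination had mean FPKM values of 243 to 1712 in late-exponential phase (n = 4) and 141 to 1104 *in vivo* (n = 8). The highest in both was LXB09_04170, at 1712 ± 538 and 1104 ± 337 (SD), and the lowest were LXB09_05425 at 243 ± 74.1 in broth and LXB09_05455 at 141 ± 120.0 *in vivo*, where at least 1 library had no read of it. None was called between the 2 conditions by edgeR with Benjamini-Hochberg adjustment. The log2 fold changes were -0.19 for LXB09_04170 (adjusted p = 0.780), 0.41 for LXB09_04240 (adjusted p = 0.398), 0.28 for LXB09_05425 (adjusted p = 0.717), 0.06 for LXB09_05430 (adjusted p = 0.933), -1.50 for LXB09_05455 (adjusted p = 0.240), and -0.12 for LXB09_08650 (adjusted p = 0.902). LXB09_05425 and LXB09_05430 overlap, so reads of the shared stretch may be missing from both.
The 7 functional groups of the rodent-associated genes were also tested as sets with fry of limma, on voom values, with Benjamini-Hochberg adjustment. This group had a median log2 fold change of -0.04, close to the -0.11 of all genes, and was not called (adjusted p = 0.294). With camera and an estimated correlation between genes, none of the 7 groups was called (lowest adjusted p = 0.447), while fry called 1.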

Genes belonging to the central dogma of biological processes like transcription and replication were all expressed in both conditions. Similarly, genes belonging to the aSec pathway were also expressed *in vitro* and *in vivo,* with *asp3* having a significantly higher expression *in vivo*. 

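All 5 aSec genes in the list, *gtfB*, *gtfA*, *asp3*, *asp2*, and *asp1*, were detected in every library. For *asp3* the mean level was 176 ± 33.3 CPM in late-exponential phase (SD, n = 4), 134 ± 6.12 in stationary phase (SD, n = 4), and 411 ± 231 *in vivo* (SD, n = 8). Against late-exponential phase its log2 fold change *in vivo* was 1.29 (standard error 0.42, adjusted p = 0.0632) in edgeR with Benjamini-Hochberg adjustment, and 1.00 to 1.38 when 1 library was left out; it was called in 0 of these 12 fits. Adjusted over the list alone it was 0.0364, and DESeq2 gave 1.15 (adjusted p = 0.0244). Over the 7 alternatives run for single genes its adjusted p ranged from 0.00881 to 0.186. All 8 mice lay above the 4 cultures. Against stationary phase the change was 1.61 (standard error 0.41, adjusted p = 0.00692) in edgeR. The paper's fold change of 2.04 for *asp3*, against late-exponential phase, is that of another line, LXB09_03650.
Of the other 4, *gtfA* changed by 1.53 (standard error 0.47, adjusted p = 0.0544) and *asp2* by 1.20 (standard error 0.39, adjusted p = 0.0631) by the same edgeR test, again with all mice above all cultures, while *asp1* changed by 0.30 (adjusted p = 0.487) and *gtfB* by 0.00 (adjusted p = 0.994). *gtfB* overlaps *gtfA* and *asp3* overlaps *asp2*, so reads of the shared stretches may be missing. As a set, the 5 genes had a median log2 fold change of 0.83 (limma fry, adjusted p = 0.0518).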

Most genes associated with cell wall/membrane had higher expression *in vitro* than *in vivo*, except the surface protein LXB09_03700, encoding the Muc B2-like domain and the Lar0958_adhesion superfamily domain. 

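LXB09_03700 had a mean level of 3899 ± 448 CPM in late-exponential phase (SD, n = 4), 2477 ± 298 in stationary phase (SD, n = 4), and 3841 ± 1371 *in vivo* (SD, n = 8). Its log2 fold change *in vivo* was 0.01 (standard error 0.38, adjusted p = 0.987) against late-exponential phase, -0.14 to 0.09 with 1 library left out, and 0.64 (standard error 0.34, adjusted p = 0.149) against stationary phase, by edgeR with Benjamini-Hochberg adjustment. DESeq2 placed the first of these at -0.08. The fold change of 1.16 that the paper lists for this gene equals that of the *asp3* line, LXB09_03675, in DESeq2 with all 3 conditions.
Of the other 5 cell wall/membrane genes, 3 had lower levels *in vivo* than in late-exponential phase, LXB09_05160 (-0.07), LXB09_05165 (-0.28), and LXB09_05230 (-0.20), and 2 had higher levels, LXB09_05660 (0.11) and LXB09_06670 (0.22). None was called by edgeR with Benjamini-Hochberg adjustment (adjusted p from 0.556 to 0.899). As a set the 6 genes had a median log2 fold change of -0.28 on the voom scale, with 0 of 6 above 0 (limma fry, adjusted p = 0.398). Against stationary phase the same edgeR test called LXB09_05160 (-1.03 (standard error 0.28, adjusted p = 0.00972)), LXB09_05165 (-1.96 (standard error 0.29, adjusted p = 0.000124)), and LXB09_05660 (-1.18 (standard error 0.43, adjusted p = 0.0405)) as lower *in vivo*, and gave -0.77 for LXB09_05230 (adjusted p = 0.161) and 0.10 for LXB09_06670 (adjusted p = 0.875).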

Interestingly, metabolism-related genes like *chbA*, *bglA,* LXB09_02555, and *tyrDC* had a significantly higher expression *in vivo*.

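Of these 4 genes, 2 were called as higher *in vivo* than in late-exponential phase by edgeR with Benjamini-Hochberg adjustment. *chbA* rose from 38.1 ± 3.76 CPM (SD, n = 4) to 497 ± 454 *in vivo* (SD, n = 8), a log2 fold change of 3.75 (standard error 0.77, adjusted p = 0.0257), and all mice lay above all cultures. With 1 library left out it ranged from 3.40 to 3.91, and it lost its call without any 1 of the 4 broth cultures. *bglA* rose from 810.4 ± 311 to 3293 ± 2107 CPM, 2.08 (standard error 0.60, adjusted p = 0.0463), and kept its call in 3 of 12 such fits (without mouse 3, 4 or 5b, or 8). *chbA* and *bglA* overlap at their ends (positions 16870 to 17211 and 17211 to 18680), so a read there could be missing from both. LXB09_02555 was at 349 ± 117 and 375 ± 49.2 CPM, a change of 0.14 (standard error 0.24, adjusted p = 0.722), with -0.01 to 0.36 when 1 library was left out. *tyrDC* was at 1282 ± 839 and 3602 ± 2806 CPM, a change of 1.55 (standard error 0.70, adjusted p = 0.162) in edgeR, adjusted over the list alone 0.118, and it was called in 0 of 12 fits with 1 library left out. DESeq2 with all 3 conditions in 1 fit gave it an adjusted p of 0.0322, the lowest of the 7 alternatives run for single genes, which reached up to 0.234. It was also called by limma-voom with quality weights and, in a setting chosen after seeing the data, with only the 3 mice of an assigned share under 1%. The paper's fold changes for LXB09_02555 and *tyrDC*, 1.38 and 2.91, are those of other lines, LXB09_02535 (*blpA*) and LXB09_02700. Those of *chbA* and *bglA* lie under the same tags.
Against stationary phase, edgeR gave log2 fold changes *in vivo* of 1.93 (standard error 0.70, adjusted p = 0.0410) for *chbA*, 0.43 (standard error 0.49, adjusted p = 0.521) for *bglA*, -3.18 (standard error 0.19, adjusted p = 1.33e-07) for LXB09_02555, and -0.38 (standard error 0.56, adjusted p = 0.627) for *tyrDC*. The stationary levels were 130.0 ± 27.9, 2442 ± 411, 3399.7 ± 507, and 4682 ± 469.7 CPM (SD, n = 4). All 6 metabolism genes together had a median log2 fold change of 1.42 against late-exponential phase (limma fry, adjusted p = 0.0518).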

**Fig 6:**
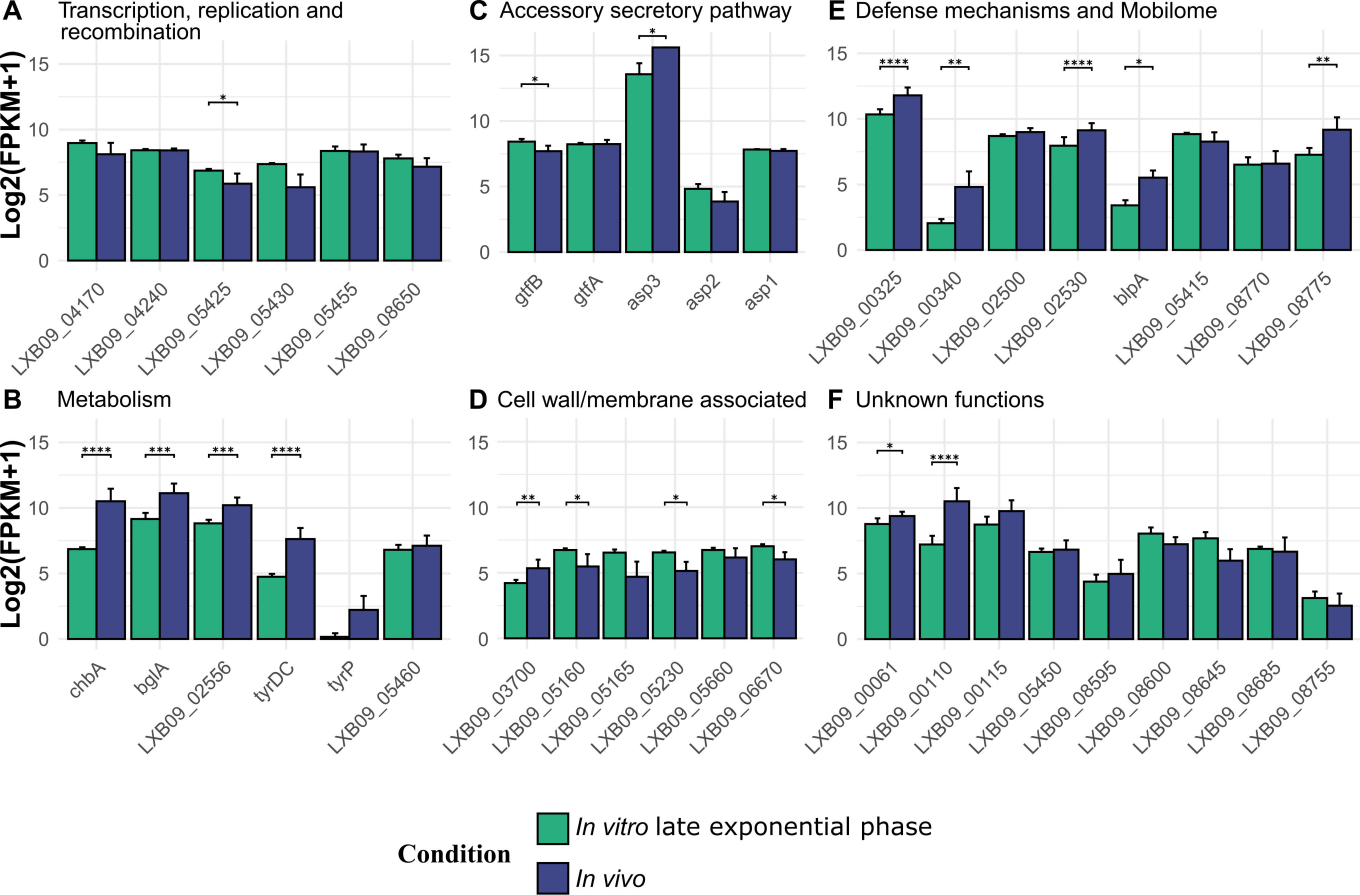
*In vitro* and *in vivo* expressions of rodent-specific genes in *L. johnsonii* MR1. Bar plot representing fragments per kilobase of transcript per million mapped (FPKM) reads of *L. johnsonii* during the anaerobic late exponential growth phase (green bars) and during *in vivo* colonization of germ-free mice cecum (blue bars). Genes are binned into groups based on their functional annotations. The asterisk located above the black line indicates genes with significant changes in the expression between the two conditions. One asterisk indicates an adjusted *P*-value smaller than 0.05 (*P* < 0.05), two asterisks indicate an adjusted *P*-value smaller than 0.01 (<0.01), and three asterisks indicate an adjusted *P*-value smaller than 0.001 (*P* < 0.001).

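The defense group holds 2 *hsdS* genes (LXB09_00325 and LXB09_00340), 2 *blpB* genes (LXB09_02500 and LXB09_02530), and *blpA* (LXB09_02535); reads of the paired genes may be lost or exchanged where their sequences are alike. Against late-exponential phase, LXB09_02530 rose from 187 ± 67.1 CPM (SD, n = 4) to 656 ± 259 *in vivo* (SD, n = 8), a log2 fold change of 1.86 (standard error 0.37, adjusted p = 0.0257) by edgeR with Benjamini-Hochberg adjustment, and was called in 8 of 12 fits with 1 library left out (1.68 to 2.08), all but those without a broth culture. *blpA* rose from 562 ± 118 to 1531 ± 740.2 CPM, 1.50 (standard error 0.41, adjusted p = 0.0392), and LXB09_02500 from 281 ± 167 to 1659.6 ± 1089 CPM, 2.62 (standard error 0.65, adjusted p = 0.0319); both were called in 7 of 12 and lost their call without mouse 1 or any 1 broth culture. LXB09_00325 was at 398 ± 191 and 1328 ± 752 CPM, 1.79 (standard error 0.54, adjusted p = 0.0512), adjusted over the list alone 0.0342, called in 2 of 12 (without mouse 4 or 5b or mouse 8). LXB09_00340 was at 372 ± 82.1 and 722 ± 324 CPM, 1.01 (standard error 0.38, adjusted p = 0.102), adjusted over the list alone 0.0633, called in 0 of 12. As a set, the 5 genes had a median log2 fold change of 1.90 and were called (limma fry, adjusted p = 0.00179). The set was not called with camera (adjusted p = 0.447) or with fry and a block for the replicate number (adjusted p = 0.0643). That block leaves 3 pairs of a mouse and a culture to set the fold changes. As many groups were called in 12 of 100 splits of the same libraries.
Stationary cultures had higher mean levels than the cecum for all 5 genes, and 4 were called as lower *in vivo*: LXB09_00325 at 3442 ± 565 CPM, LXB09_00340 at 3393 ± 528, LXB09_02530 at 5179.9 ± 865, and *blpA* at 11891 ± 2109 (SD, n = 4). Here edgeR gave log2 fold changes *in vivo* of -1.38 (standard error 0.43, adjusted p = 0.0223), -2.24 (standard error 0.34, adjusted p = 0.000153), -2.98 (standard error 0.32, adjusted p = 6.89e-06), and -2.96 (standard error 0.39, adjusted p = 4.91e-05). LXB09_02500, at 2519.8 ± 152 CPM in stationary phase, differed by -0.60 (adjusted p = 0.348) and was not called.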

Other genes of interest with a significantly higher expression *in vivo* include restriction endonuclease subunit S (LXB09_00325 and LXB09_00340) and putative bacteriocin exporter (LXB09_02530 and *blpA*). In summary, all 40 genes were transcriptionally active during host colonization, with significant upregulation of the surface protein gene (LXB009_03700), acid tolerance genes (*tyrp* and *tyrDC*), and carbohydrate utilization genes (*chbA* and *bglA*) *in vivo*.

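The paper first identified 40 rodent-associated genes by comparing genomes, then asked whether MR1 transcribes them, and compared their FPKM and DESeq2 calls between the cecum and late-exponential broth. With reference to FPKM plots and fold changes, it states that all 40 were active during colonization, and its text gives no minimum of reads. It names a surface protein gene, the 2 tyrosine genes, and 2 carbohydrate genes as upregulated. The fold changes it lists for 37 of the 40 genes lie under other tags. For those 37 a difference from edgeR here is not one of tool alone. Of the 40 genes tested here with edgeR, 5 were called, all higher *in vivo*: *chbA*, *bglA*, both *blpB* genes, and *blpA*. Adjusted over the list alone there were 10. The number of calls depended on the tool and on single libraries: DESeq2 called 10, limma-voom with quality weights 18, and edgeR 0 without any 1 of the 4 broth cultures. Leaving out 1 mouse gave 2 (mouse 1) to 9 (mouse 4 or 5b).
*tyrP* was at 1045 ± 805 CPM in late-exponential phase (SD, n = 4) and 2121 ± 1631 *in vivo* (SD, n = 8). Its log2 fold change was 1.08 (standard error 0.67, adjusted p = 0.322) by edgeR with Benjamini-Hochberg adjustment, 0.78 to 1.72 with 1 library left out, and it was called in 0 of 12 such fits. Against stationary phase it was -1.76 (standard error 0.53, adjusted p = 0.0188). The paper's fold change of 4.55 for *tyrP* is that of another line, LXB09_02705.
The called share was 12.5% of the list and 9.80% of the other 1755 tested genes (odds ratio 1.31, Fisher's exact test, p = 0.587). Without mouse 4 or 5b it was 22.5% against 11.7%. Among the remaining functional groups, the mobilome had a median log2 fold change of -0.64 (limma fry, adjusted p = 0.239) and the genes of unknown function 0.04 (adjusted p = 0.895). Across the 1738 genes tested in both, fold changes *in vivo* and in stationary phase, each against late-exponential phase, had a Spearman correlation of 0.382. With the late-exponential cultures split between the 2 comparisons it was 0.356. When 2 simulated conditions shared the same control cultures without true changes, the correlation averaged 0.0169 and reached at most 0.0920 in 100 runs. Noise in shared cultures would raise such a value, so the simulation may not have carried that noise, and no conclusion is drawn from it. In the data the correlation was 0.335 to 0.424 with 1 library left out and 0.515 with genes of at least 100 reads in every library. In settings chosen after seeing the data it was 0.227 with the 5 mice of an assigned share of 1% or more, 0.465 with the 3 under 1%, and 0.0243 with that share as a covariate.

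**Figure D2:**
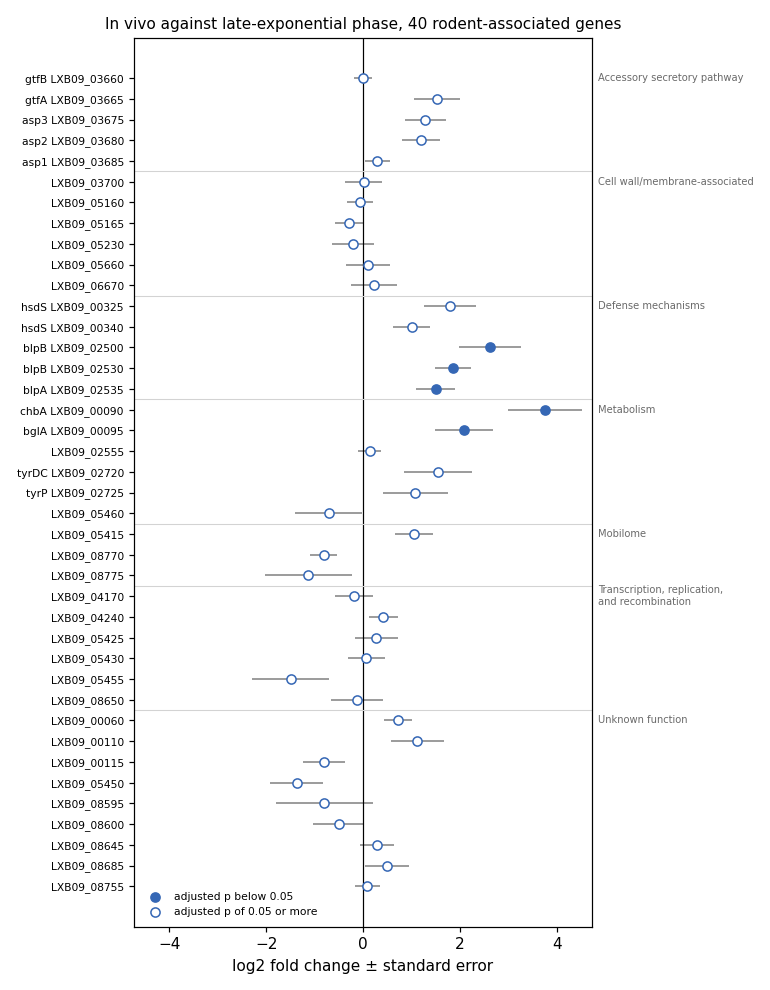
Log2 fold change with standard error of the 40 rodent-associated genes *in vivo* (n = 8) against late-exponential phase (n = 4), by functional group. Filled points have an adjusted p value below 0.05 in edgeR.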

## DISCUSSION

Host adaptation of *L. johnsonii* strains was first hypothesized in 2012 (20), and since then, there has been mounting evidence suggesting that *L. johnsonii* strains cluster into phylogenetic clades represented by mammalian and avian hosts. Even among avian isolates, given a large enough data set, distinct clustering of turkey and chicken isolates is observed (21). The early branching of rodent and avian isolates observed here supports the concept that the strains in these two clades are more adapted to their hosts. This observation is consistent with the characterization of *L. johnsonii* as an autochthonous colonizer in rodents and birds. The adaptation of porcine isolates appears to be a more recent and ongoing process, and while the data set of gastrointestinal isolates was complete at the time of analysis, it comprises only a small number of porcine isolates. Thus, the autochthonous vs allochthonous nature of *L. johnsonii* colonization in pigs remains open.

In our analyses, functions such as adhesion, carbohydrate transport and metabolism, and cell protection (antibiotic resistance and antimicrobial activity) were key factors underlying the clustering of strains into distinct host-specific phylogenetic clades. More specifically, these included differences in surface proteins, glycosyl transferases, ABC transporters, restriction endonuclease subunit S, and bacteriocin transporter subunits. These observations are consistent with our understanding that GI tract physiological and anatomical parameters exhibit host inter-species differences along the length of the GI tract, including mucus thickness, pH, gastric acid secretion, and metabolites like bile acids, cholesterol, and phospholipids (44). For lactobacilli, which can colonize multiple hosts, host specificity will be influenced by their ability to adhere to gut epithelial cells, utilize the micronutrients available in the niche, produce inhibitory substances, and survive and grow in the gut environment (45). Our results provide additional support for this conceptual framework. Strain specificity seen in *L. johnsonii* has been previously reported to be associated with differences in cell surface proteins, phage components, and cell protection systems such as restriction–modification and CRISPR-Cas9 systems (19). More recent work has reported the presence of several antibiotic resistance genes in the turkey isolates of *L. johnsonii* but not in strains from other host sources (21).

*L. johnsonii*, as a member of the autochthonous microbiome, will interact closely with other microbial species and the host. Existing literature suggests that *L. johnsonii* cohabitates the same niche as the only other dominant lactobacilli in rodents: *L. reuteri*, and *L. johnsonii* may have closely evolved from *L. reuteri (46, 47*). Similar to *L. johnsonii,* there is extensive evidence of host-specific phylogenetic clustering in *L. reuteri* strains isolated from rodents, avians, swine, and humans (48–51). Experimental studies further underscore the exceptional host adaptation of *L. reuteri* to rodents and chickens (48). In one study, *L. johnsonii* was shown to form a mixed-species biofilm with *L. reuteri,* in the forestomach (52). However, it has been hypothesized that the cohabitation of the same niche by *L. johnsonii* and *L. reuteri* is facilitated by nutritional adaptation, where during cohabitation, *L. reuteri* utilizes maltose, instead of glucose, making glucose available to *L. johnsonii* (53).

Here, we identified that genes in the aSec pathway are rodent-specific. In gram-positive bacteria, the aSec pathway consists of seven conserved proteins, SecA2, SecY2, Asp1/2/3, GtfA, and GtfB, which facilitate glycosylation and secretion of serine repeat-rich proteins (SRRPs) (54–56). In *L. johnsonii*, two aSec pathway genes, *secA2* and *secY2*, have been previously reported to be host-specific genes in rodents (22). *L. johnsonii* MR1 also encodes an SRRP gene; however, this is not well-characterized. In *L. reuteri,* surface-exposed SRRP (Lr70902) has been shown to facilitate biofilm formation during colonization of the forestomach (57). In *L. reuteri*, *secA2* and Lr70902 were identified as rodent host-specific (51, 58). Loss of either gene in *L. reuteri* decreased the fitness of the strain during host GI tract colonization (57). Notably, several genes identified as rodent-specific in *L. johnsonii*—such as those encoding the aSec pathway—are similarly rodent-specific in *L. reuteri*, highlighting similar convergent adaptation mechanisms employed by the two species to their shared host environment.

We identified four surface proteins as rodent host-specific in *L. johnsonii* MR1. The LXB09_03700 surface protein was found downstream of aSec pathway genes, typically where the SRRP secreted by the pathway is found. The identified surface proteins encoded several adhesion-related domains like the MUB domain. The MUB domain, found exclusively in lactobacilli, plays a crucial role in their adherence to the mucus layer in the lower gastrointestinal tract. The number of MUB domains present in a single protein often varies from 1 to 15, and this difference is also seen among orthologous proteins in closely related species (59). Notably, MUB-like proteins also show a high genetic heterogeneity among strains (60), similar to what was observed here in the *L. johnsonii* MR1 strain. Another repetitive domain observed in rodent-associated surface proteins in *L. johnsonii* MR1 is the lar0958_adhesion superfamily and the Rib domain. Lar_0958 is a host-specific surface protein found in *L. reuteri* human isolate, the loss of which significantly impacted mucus adhesion properties of the cell (40). Similarly, rib domains are found in a diverse range of surface proteins in gram-positive bacteria including *L. reuteri* and *L. acidophilus* (61, 62). From previous work done in our lab, we know that *L. johnsonii* can colonize both the upper and lower GI tracts in rodents. It will be interesting to see if these host-specific surface proteins, encoding various adhesion domains, play a role in establishing mixed-species biofilm in the upper GI tract and facilitating colonization in the mucus layer in the lower GI tract.

Finally, another interesting rodent unique function that we identified here is tyrosine decarboxylation. Decarboxylase pathways (arginine, glutamate, tyrosine, and histamine), as shown in *L. reuteri, Levilactobacillus brevis, Enterococcus faecium,* and *Limosilactobacillus vaginalis,* often play a dual role in supplying energy to the cells and participating in pH regulation by generating a proton motive force (63–68). In animals, pH levels typically vary across the length of the GI tract, with the lowest levels being in the stomach/gizzard (44, 69). In rodents, the pH across the small intestine to the colon is 4–5.5. However, in humans and swine, this range is much higher, pH 6–7. Similarly, in chickens, the pH in the small intestine and colon ranges within 5–8. The difference in pH levels in the GI tract among animals could be a contributing factor to the selection of specific acid tolerance mechanisms in some strains and not others. Apart from the decarboxylase pathway, *L. reuteri* rodent isolates also encode urease activity for acid tolerance (51). While like other lactic acid bacteria, *L. johnsonii* may have more than one acid tolerance mechanism, the conservation of tyrosine decarboxylase genes in rodent isolates suggests that they may be a unique fitness factor for colonizing the low pH niches in the rodent GI tract.

Our analysis is consistent with the hypothesis that *L. johnsonii* is an allochthonous colonizer in the human GI tract. While *L. johnsonii* is detected in the GI tract in humans after administration, this colonization is transient and often strain-dependent (70, 71). The human isolates in this study demonstrate two distinct trends in the phylogenetic analysis. While 5 out of 10 strains colocalize with rodent and swine isolates, the remaining five isolates cluster together, forming a distinct subclade, S3. The close association of human isolates with either rodents or avian strains is also observed in *L. reuteri* strains, where it is hypothesized to be due to zoonotic transmission in humans from rodents and domesticated poultry (49). If the *L. johnsonii* human isolates were originally acquired through zoonotic transmission, then these strains should also be able to colonize other hosts like rodents or poultry/chicken, and preliminary analysis suggests that this is the case. The human isolate NCC 533, clustering with *L. johnsonii* MR1 and other rodent isolates on S2, has been shown to persistently colonize, both germ-free and conventional mice (72, 73). However, the human isolate IDCC9203, found in subclade S3, is a poor colonizer of mice GI tract (74). ATCC 33200^T^ (type strain), a human blood isolate of *L. johnsonii* that is phylogenetically related to *L. johnsonii* IDCC9203 and distant from *L. johnsonii* NCC533, is also a poor colonizer of the mouse GI tract (22, 72). While more cross-host colonization experiments need to be done, it is clear that the host specificity demonstrated through computational phylogenetic analysis is also reflected in the strain’s ability to colonize a host.

## MATERIALS AND METHODS

### Comparative genomics analysis

The comparative analysis of 42 *L*. *johnsonii* strains was done according to the Anvi’o microbial pangenome analysis pipeline. The code used for the comparative genomics data analysis is available at https://github.com/krthkkrv/Genomic-and-transcriptomic-analysis-of-vertebrate-host-specific-lactobacillus-johnsonii. Briefly, genome sequences were converted to contig databases. Open reading frames (ORFs) for each database were identified using Prodigal (33). Functional annotations for identified gene calls were assigned using the NCBI COGS database and the KEGG KOfam database (75, 76). A whole genome-based average nucleotide identity analysis was then run using pyANI (34) and visualized using ComplexHeatmap in R. The pangenome of all 42 *L*. *johnsonii* genomes was computed using “anvi-pan-genome.” The completeness of the pangenome was estimated using PanGP (77) and micropan (78). Using both the COG and KEGG annotation, clade-speciﬁc, subclade, and host-specific functions were identiﬁed by the “anvi-compute-functional-enrichment-in-pan (79).” Refer to the supplemental material for the detailed protocol.

### *In vitro* growth of *L. johnsonii* MR1

*L. johnsonii* MR1 was first streaked on a fresh De Man–Rogosa–Sharpe (MRS) agar (Fisher Scientific, BD 288210) plate from glycerol stock and incubated at 37°C overnight anaerobically. A single colony from this plate was inoculated in a reduced MRS broth (Fisher Scientific, BD 288130) and incubated overnight anaerobically at 37°C. Reduced MRS broth was then inoculated with overnight culture to start with an initial OD 600 of 0.05. Cells for the late-exponential phase sample were collected after 5 hours of growth, with an OD 600 of 2.28. Cells for stationary-phase samples were collected after 10 hours of growth, with an OD 600 of 4.80. All samples were grown anaerobically, at 37°C under static conditions. Cultures were set up in quadruplicate (*n* = 4). Once collected, cells were treated with RNAprotect (Qiagen, 76506) at a 2:1 ratio and stored at −80°C until RNA isolation.

### Gnotobiotic animal colonization experiment

All germ-free mouse experiments were handled at the germ-free animal facility at the University of Michigan. Eight- to ten-week-old, female (*n* = 6) and male (*n* = 2) germ-free BALB/c mice underwent gastric colonization through oral gavage of 3 × 10^8^ CFU of *L. johnsonii* MR1. At 7 days post-colonization, the stomach, small intestine proximal and distal ends, cecal content, cecum, colon, and feces were collected for CFU plating and cecal contents for RNA isolation.

### RNA extraction and RNA sequencing

*In vitro* culture samples were first thawed and then incubated with 200 mL of lysozyme (ThermoFisher, 89833) at 15 mg/mL concentration in Tris-EDTA (TE) buffer, for 30 minutes at 37˚C. After cell lysis, RNA isolation was done using Qiagen’s RNeasy minikit. RNA isolation from the cecal contents of colonized mice was performed using phenol-chloroform extraction, followed by cleanup using the RNeasy mini kit, as previously described (80). Ribosomal depletion and library preparation were done as previously described (81). All samples were sequenced using NovoSeq, paired-end sequencing, with a sequencing depth of 33M reads per sample for *in vitro* samples and 150M reads per sample for *in vivo* samples.

### RNA-sequencing data analysis

The sequencing quality of RNA reads was first assessed using FastQC, version 0.11.8. TrimGalore, version 0.6.7, was used to trim out adapter reads, as well as remove reads less than 90 bp long. The reads were aligned to the *L. johnsonii* MR1 using Bowtie2 version 2.3.4.3 with default parameters for an end-to-end alignment. The resulting SAM files were converted to BAM files using SAMtools version 1.7. The count matrix was generated using HtSeq, version 0.12.4, and counts were imported to R for differential gene expression analysis. FPKM reads were generated, and differentially expressed genes were identified using DESeq2. Genes were identified as differentially expressed if their adjusted *P* value (Padj) was less than 0.05 at a log2 fold change of 0.

## Data Availability

*In vitro* and *in vivo* RNA sequencing data reported in this paper are available at the NCBI GEO archive (GSE271801).

## References

[1] Ravi K, Rauch M, Lynch SV, Lukacs NW, Huffnagle GB. 2023. Complete genome sequence of Lactobacillus johnsonii MR1, Isolated from a BALB/c mouse cecum. Microbiol Resour Announc 12:e01078–22. doi:10.1128/mra.01078-2236511660 PMC9872695

[2] Wu X, Zhao C, Guo Z, Hao Y, Li J, Shi H, Sun Y. 2016. Genome sequence of Lactobacillus johnsonii Strain W1, isolated from mice. Genome Announc 4:e00561. doi:10.1128/genomeA.00561-1627313302 PMC4911481

[3] O’Flaherty S, Foley MH, Rivera AJ, Theriot CM, Barrangou R. 2020. Complete genome sequence of Lactobacillus johnsonii NCK2677, isolated from mice. Microbiol Resour Announc 9:e00918-20. doi:10.1128/MRA.00918-2033093042 PMC7585840

[4] Leonard MT, Valladares RB, Ardissone A, Gonzalez CF, Lorca GL, Triplett EW. 2014. Complete genome sequences of Lactobacillus johnsonii strain N6.2 and Lactobacillus reuteri strain TD1. Genome Announc 2:e00397–14. doi:10.1128/genomeA.00397-1424812223 PMC4014691

[5] Milovic A, Bassam K, Shao H, Chatzistamou I, Tufts DM, Diuk-Wasser M, Barbour AG. 2020. Lactobacilli and other gastrointestinal microbiota of Peromyscus leucopus, reservoir host for agents of Lyme disease and other zoonoses in North America. PLoS One 15:e0231801. doi:10.1371/journal.pone.023180132817657 PMC7446861

[6] Guerrero-Preston R, White JR, Godoy-Vitorino F, Rodríguez-Hilario A, Navarro K, González H, Michailidi C, Jedlicka A, Canapp S, Bondy J, Dziedzic A, Mora-Lagos B, Rivera-Alvarez G, Ili-Gangas C, Brebi-Mieville P, Westra W, Koch W, Kang H, Marchionni L, Kim Y, Sidransky D. 2017. High-resolution microbiome profiling uncovers Fusobacterium nucleatum, Lactobacillus gasseri/johnsonii, and Lactobacillus vaginalis associated to oral and oropharyngeal cancer in saliva from HPV positive and HPV negative patients treated with surgery and chemo-radiation. Oncotarget 8:110931–110948. doi:10.18632/oncotarget.2067729340028 PMC5762296

[7] Pridmore RD, Berger B, Desiere F, Vilanova D, Barretto C, Pittet AC, Zwahlen MC, Rouvet M, Altermann E, Barrangou R, Mollet B, Mercenier A, Klaenhammer T, Arigoni F, Schell MA. 2004. The genome sequence of the probiotic intestinal bacterium Lactobacillus johnsonii NCC 533. Proc Natl Acad Sci USA 101:2512–2517. doi:10.1073/pnas.030732710114983040 PMC356981

[8] Ahire JJ, Sahoo S, Kashikar MS, Heerekar A, Lakshmi SG, Madempudi RS. 2023. In vitro assessment of Lactobacillus crispatus UBLCp01, Lactobacillus gasseri UBLG36, and Lactobacillus johnsonii UBLJ01 as a potential vaginal probiotic candidate. Probiotics & Antimicro Prot 15:275–286. doi:10.1007/s12602-021-09838-934417721

[9] Boucard A-S, Florent I, Polack B, Langella P, Bermúdez-Humarán LG. 2022. Genome sequence and assessment of safety and potential probiotic traits of Lactobacillus johnsonii CNCM I-4884. Microorganisms 10:273. doi:10.3390/microorganisms1002027335208728 PMC8876136

[10] Zhang W, Wang J, Zhang D, Liu H, Wang S, Wang Y, Ji H. 2019. Complete genome sequencing and comparative genome characterization of Lactobacillus johnsonii ZLJ010, a potential probiotic with health-promoting properties. Front Genet 10:812. doi:10.3389/fgene.2019.0081231552103 PMC6746964

[11] Reed A, Olszewska MA, Mann A, Novoa Rama E, Thippareddi H, Singh M, den Bakker HC. 2022. Draft genome sequences of two Lactobacillus johnsonii and three Ligilactobacillus salivarius strains isolated from intestinal microbiomes of chickens. Microbiol Resour Announc 11:e0092521. doi:10.1128/mra.00925-2135112897 PMC8812308

[12] Dec M, Nowaczek A, Stępień-Pyśniak D, Wawrzykowski J, Urban-Chmiel R. 2018. Identification and antibiotic susceptibility of lactobacilli isolated from turkeys. BMC Microbiol 18:168. doi:10.1186/s12866-018-1269-630373569 PMC6206647

[13] He T, Zhu YH, Yu J, Xia B, Liu X, Yang GY, Su JH, Guo L, Wang ML, Wang JF. 2019. Lactobacillus johnsonii L531 reduces pathogen load and helps maintain short-chain fatty acid levels in the intestines of pigs challenged with Salmonella enterica infantis. Vet Microbiol 230:187–194. doi:10.1016/j.vetmic.2019.02.00330827387

[14] Charlet R, Bortolus C, Sendid B, Jawhara S. 2020. Bacteroides thetaiotaomicron and Lactobacillus johnsonii modulate intestinal inflammation and eliminate fungi via enzymatic hydrolysis of the fungal cell wall. Sci Rep 10:11510. doi:10.1038/s41598-020-68214-932661259 PMC7359362

[15] La Ragione RM, Narbad A, Gasson MJ, Woodward MJ. 2004. In vivo characterization of Lactobacillus johnsonii FI9785 for use as a defined competitive exclusion agent against bacterial pathogens in poultry. Lett Appl Microbiol 38:197–205. doi:10.1111/j.1472-765x.2004.01474.x14962040

[16] Fonseca W, Lucey K, Jang S, Fujimura KE, Rasky A, Ting HA, Petersen J, Johnson CC, Boushey HA, Zoratti E, Ownby DR, Levine AM, Bobbit KR, Lynch SV, Lukacs NW. 2017. Lactobacillus johnsonii supplementation attenuates respiratory viral infection via metabolic reprogramming and immune cell modulation. Mucosal Immunol 10:1569–1580. doi:10.1038/mi.2017.1328295020 PMC5599307

[17] Kingma SDK, Li N, Sun F, Valladares RB, Neu J, Lorca GL. 2011. Lactobacillus johnsonii N6.2 stimulates the innate immune response through toll-like receptor 9 in Caco-2 cells and increases intestinal crypt paneth cell number in biobreeding diabetes-prone rats. J Nutr 141:1023–1028. doi:10.3945/jn.110.13551721490291

[18] Zou YJ, Xu JJ, Wang X, Zhu YH, Wu Q, Wang JF. 2020. Lactobacillus johnsonii L531 ameliorates Escherichia coli-induced cell damage via inhibiting NLRP3 inflammasome activity and promoting ATG5/ATG16L1-mediated autophagy in porcine mammary epithelial cells. Vet Sci 7:112. doi:10.3390/vetsci703011232823867 PMC7558184

[19] Guinane CM, Kent RM, Norberg S, Hill C, Fitzgerald GF, Stanton C, Ross RP. 2011. Host specific diversity in Lactobacillus johnsonii as evidenced by a major chromosomal inversion and phage resistance mechanisms. PLoS One 6:e18740. doi:10.1371/journal.pone.001874021533100 PMC3080392

[20] Buhnik-Rosenblau K, Matsko-Efimov V, Jung M, Shin H, Danin-Poleg Y, Kashi Y. 2012. Indication for Co-evolution of Lactobacillus johnsonii with its hosts. BMC Microbiol 12:149. doi:10.1186/1471-2180-12-14922827843 PMC3503616

[21] Johnson A, Miller EA, Weber B, Figueroa CF, Aguayo JM, Johny AK, Noll S, Brannon J, Kozlowicz B, Johnson TJ. 2023. Evidence of host specificity in Lactobacillus johnsonii genomes and its influence on probiotic potential in poultry. Poult Sci 102:102858. doi:10.1016/j.psj.2023.10285837390550 PMC10331464

[22] Chen K, Zhou X, Zhao J, Ross RP, Stanton C, Chen W, Yang B. 2023. Comparative genomics of Lactobacillus johnsonii reveals extensive intraspecific genetic variation. Food Biosci 56:103190. doi:10.1016/j.fbio.2023.103190

[23] Stark KG, Falkowski NR, Brown CA, McDonald RA, Huffnagle GB. 2022. Contribution of the microbiome, environment, and genetics to mucosal type 2 immunity and anaphylaxis in a murine food allergy model. Front Allergy 3:851993. doi:10.3389/falgy.2022.85199335769569 PMC9234882

[24] Mason KL, Erb Downward JR, Mason KD, Falkowski NR, Eaton KA, Kao JY, Young VB, Huffnagle GB. 2012. Candida albicans and bacterial microbiota interactions in the cecum during recolonization following broad-spectrum antibiotic therapy. Infect Immun 80:3371–3380. doi:10.1128/IAI.00449-1222778094 PMC3457555

[25] Mason KL, Erb Downward JR, Falkowski NR, Young VB, Kao JY, Huffnagle GB. 2012. Interplay between the gastric bacterial microbiota and Candida albicans during postantibiotic recolonization and gastritis. Infect Immun 80:150–158. doi:10.1128/IAI.05162-1121986629 PMC3255670

[26] Reeves AE, Theriot CM, Bergin IL, Huffnagle GB, Schloss PD, Young VB. 2011. The interplay between microbiome dynamics and pathogen dynamics in a murine model of Clostridium difficile infection. Gut Microbes 2:145–158. doi:10.4161/gmic.2.3.1633321804357 PMC3225775

[27] Fujimura KE, Demoor T, Rauch M, Faruqi AA, Jang S, Johnson CC, Boushey HA, Zoratti E, Ownby D, Lukacs NW, Lynch SV. 2014. House dust exposure mediates gut microbiome Lactobacillus enrichment and airway immune defense against allergens and virus infection. Proc Natl Acad Sci USA 111:805–810. doi:10.1073/pnas.131075011124344318 PMC3896155

[28] Fonseca W, Malinczak CA, Fujimura K, Li D, McCauley K, Li J, Best SKK, Zhu D, Rasky AJ, Johnson CC, Bermick J, Zoratti EM, Ownby D, Lynch SV, Lukacs NW, Ptaschinski C. 2021. Maternal gut microbiome regulates immunity to RSV infection in offspring. J Exp Med 218:e20210235. doi:10.1084/jem.2021023534613328 PMC8500238

[29] Valladares R, Sankar D, Li N, Williams E, Lai K-K, Abdelgeliel AS, Gonzalez CF, Wasserfall CH, Larkin J, Schatz D, Atkinson MA, Triplett EW, Neu J, Lorca GL. 2010. Lactobacillus johnsonii N6.2 mitigates the development of type 1 diabetes in BB-DP rats. PLoS One 5:e10507. doi:10.1371/journal.pone.001050720463897 PMC2865539

[30] Lau K, Benitez P, Ardissone A, Wilson TD, Collins EL, Lorca G, Li N, Sankar D, Wasserfall C, Neu J, Atkinson MA, Shatz D, Triplett EW, Larkin J III. 2011. Inhibition of type 1 diabetes correlated to a Lactobacillus johnsonii N6.2-mediated Th17 bias. J Immunol 186:3538–3546. doi:10.4049/jimmunol.100186421317395

[31] Marcial GE, Ford AL, Haller MJ, Gezan SA, Harrison NA, Cai D, Meyer JL, Perry DJ, Atkinson MA, Wasserfall CH, Garrett T, Gonzalez CF, Brusko TM, Dahl WJ, Lorca GL. 2017. Lactobacillus johnsonii N6.2 modulates the host immune responses: a double-blind, randomized trial in healthy adults. Front Immunol 8:655. doi:10.3389/fimmu.2017.0065528659913 PMC5466969

[32] Inoue R, Nishio A, Fukushima Y, Ushida K. 2007. Oral treatment with probiotic Lactobacillus johnsonii NCC533 (La1) for a specific part of the weaning period prevents the development of atopic dermatitis induced after maturation in model mice, NC/Nga. Br J Dermatol 156:499–509. doi:10.1111/j.1365-2133.2006.07695.x17300240

[33] Hyatt D, Chen GL, Locascio PF, Land ML, Larimer FW, Hauser LJ. 2010. Prodigal: prokaryotic gene recognition and translation initiation site identification. BMC Bioinformatics 11:119. doi:10.1186/1471-2105-11-11920211023 PMC2848648

[34] Pritchard L, Glover RH, Humphris S, Elphinstone JG, Toth IK. 2016. Genomics and taxonomy in diagnostics for food security: soft-rotting enterobacterial plant pathogens. Anal Methods 8:12–24. doi:10.1039/C5AY02550H

[35] Richter M, Rosselló-Móra R. 2009. Shifting the genomic gold standard for the prokaryotic species definition. Proc Natl Acad Sci USA 106:19126–19131. doi:10.1073/pnas.090641210619855009 PMC2776425

[36] Li F, Cheng CC, Zheng J, Liu J, Quevedo RM, Li J, Roos S, Gänzle MG, Walter J. 2021. Limosilactobacillus balticus sp. nov., Limosilactobacillus agrestis sp. nov., Limosilactobacillus albertensis sp. nov., Limosilactobacillus rudii sp. nov. and Limosilactobacillus fastidiosus sp. nov., five novel Limosilactobacillus species isolated from the vertebrate gastrointestinal tract, and proposal of six subspecies of Limosilactobacillus reuteri adapted to the gastrointestinal tract of specific vertebrate hosts. Int J Syst Evol Microbiol 71:004644. doi:10.1099/ijsem.0.00464433533708 PMC8346765

[37] Call EK, Klaenhammer TR. 2013. Relevance and application of sortase and sortase-dependent proteins in lactic acid bacteria. Front Microbiol 4:73. doi:10.3389/fmicb.2013.0007323579319 PMC3619620

[38] MacKenzie DA, Tailford LE, Hemmings AM, Juge N. 2009. Crystal structure of a mucus-binding protein repeat reveals an unexpected functional immunoglobulin binding activity. J Biol Chem 284:32444–32453. doi:10.1074/jbc.M109.04090719758995 PMC2781659

[39] Wästfelt M, Stâlhammar-Carlemalm M, Delisse AM, Cabezon T, Lindahl G. 1996. Identification of a family of streptococcal surface proteins with extremely repetitive structure. J Biol Chem 271:18892–18897. doi:10.1074/jbc.271.31.188928702550

[40] Etzold S, MacKenzie DA, Jeffers F, Walshaw J, Roos S, Hemmings AM, Juge N. 2014. Structural and molecular insights into novel surface-exposed mucus adhesins from Lactobacillus reuteri human strains. Mol Microbiol 92:543–556. doi:10.1111/mmi.1257424593252

[41] Zivkovic M, Miljkovic M, Ruas-Madiedo P, Strahinic I, Tolinacki M, Golic N, Kojic M. 2015. Exopolysaccharide production and ropy phenotype are determined by two gene clusters in putative probiotic strain Lactobacillus paraplantarum BGCG11. Appl Environ Microbiol 81:1387–1396. doi:10.1128/AEM.03028-1425527533 PMC4309721

[42] Feyereisen M, Mahony J, O’Sullivan T, Boer V, van Sinderen D. 2020. A plasmid-encoded putative glycosyltransferase is involved in hop tolerance and beer spoilage in Lactobacillus brevis. Appl Environ Microbiol 86:e02268-19. doi:10.1128/AEM.02268-1931757821 PMC6974642

[43] Setlow B, Cabrera-Hernandez A, Cabrera-Martinez RM, Setlow P. 2004. Identification of aryl-phospho-beta-D-glucosidases in Bacillus subtilis. Arch Microbiol 181:60–67. doi:10.1007/s00203-003-0628-214652714

[44] Hatton GB, Yadav V, Basit AW, Merchant HA. 2015. Animal farm: considerations in animal gastrointestinal physiology and relevance to drug delivery in humans. J Pharm Sci 104:2747–2776. doi:10.1002/jps.2436525712759

[45] Nemcova R. 1997. Selection criteria of lactobacilli for probiotic use. Vet Med-Czech 42:19–27.9123779

[46] Brooks SPJ, McAllister M, Sandoz M, Kalmokoff ML. 2003. Culture-independent phylogenetic analysis of the faecal flora of the rat. Can J Microbiol 49:589–601. doi:10.1139/w03-07514663493

[47] Salzman NH, de Jong H, Paterson Y, Harmsen HJM, Welling GW, Bos NA. 2002. Analysis of 16S libraries of mouse gastrointestinal microflora reveals a large new group of mouse intestinal bacteria. Microbiology (Reading) 148:3651–3660. doi:10.1099/00221287-148-11-365112427955

[48] Duar RM, Frese SA, Lin XXB, Fernando SC, Burkey TE, Tasseva G, Peterson DA, Blom J, Wenzel CQ, Szymanski CM, Walter J. 2017. Experimental evaluation of host adaptation of Lactobacillus reuteri to different vertebrate species. Appl Environ Microbiol 83:e00132-17. doi:10.1128/AEM.00132-1728389535 PMC5452824

[49] Li F, Li X, Cheng CC, Bujdoš D, Tollenaar S, Simpson DJ, Tasseva G, Perez-Muñoz ME, Frese S, Gänzle MG, Walter J, Zheng J. 2023. A phylogenomic analysis of Limosilactobacillus reuteri reveals ancient and stable evolutionary relationships with rodents and birds and zoonotic transmission to humans. BMC Biol 21:53. doi:10.1186/s12915-023-01541-136907868 PMC10010030

[50] Oh PL, Benson AK, Peterson DA, Patil PB, Moriyama EN, Roos S, Walter J. 2010. Diversification of the gut symbiont Lactobacillus reuteri as a result of host-driven evolution. ISME J 4:377–387. doi:10.1038/ismej.2009.12319924154

[51] Frese SA, Benson AK, Tannock GW, Loach DM, Kim J, Zhang M, Oh PL, Heng NCK, Patil PB, Juge N, Mackenzie DA, Pearson BM, Lapidus A, Dalin E, Tice H, Goltsman E, Land M, Hauser L, Ivanova N, Kyrpides NC, Walter J. 2011. The evolution of host specialization in the vertebrate gut symbiont Lactobacillus reuteri. PLoS Genet 7:e1001314. doi:10.1371/journal.pgen.100131421379339 PMC3040671

[52] Lin XB, Wang T, Stothard P, Corander J, Wang J, Baines JF, Knowles SCL, Baltrūnaitė L, Tasseva G, Schmaltz R, Tollenaar S, Cody LA, Grenier T, Wu W, Ramer-Tait AE, Walter J. 2018. The evolution of ecological facilitation within mixed-species biofilms in the mouse gastrointestinal tract. ISME J 12:2770–2784. doi:10.1038/s41396-018-0211-030013162 PMC6193996

[53] Tannock GW, Wilson CM, Loach D, Cook GM, Eason J, O’Toole PW, Holtrop G, Lawley B. 2012. Resource partitioning in relation to cohabitation of Lactobacillus species in the mouse forestomach. ISME J 6:927–938. doi:10.1038/ismej.2011.16122094343 PMC3329185

[54] Shi WW, Jiang YL, Zhu F, Yang YH, Shao QY, Yang HB, Ren YM, Wu H, Chen YX, Zhou CZ. 2014. Structure of a novel O-linked N-acetyl-D-glucosamine (O-GlcNAc) transferase, GtfA, reveals insights into the glycosylation of pneumococcal serine-rich repeat adhesins. J Biol Chem 289:20898–20907. doi:10.1074/jbc.M114.58193424936067 PMC4110296

[55] Takamatsu D, Bensing BA, Sullam PM. 2004. Genes in the accessory sec locus of Streptococcus gordonii have three functionally distinct effects on the expression of the platelet-binding protein GspB. Mol Microbiol 52:189–203. doi:10.1111/j.1365-2958.2004.03978.x15049820

[56] Lizcano A, Sanchez CJ, Orihuela CJ. 2012. A role for glycosylated serine-rich repeat proteins in gram-positive bacterial pathogenesis. Mol Oral Microbiol 27:257–269. doi:10.1111/j.2041-1014.2012.00653.x22759311 PMC3390760

[57] Frese SA, Mackenzie DA, Peterson DA, Schmaltz R, Fangman T, Zhou Y, Zhang C, Benson AK, Cody LA, Mulholland F, Juge N, Walter J. 2013. Molecular characterization of host-specific biofilm formation in a vertebrate gut symbiont. PLoS Genet 9:e1004057. doi:10.1371/journal.pgen.100405724385934 PMC3873254

[58] Lee JY, Han GG, Kim EB, Choi YJ. 2017. Comparative genomics of Lactobacillus salivarius strains focusing on their host adaptation. Microbiol Res 205:48–58. doi:10.1016/j.micres.2017.08.00828942844

[59] Boekhorst J, Helmer Q, Kleerebezem M, Siezen RJ. 2006. Comparative analysis of proteins with a mucus-binding domain found exclusively in lactic acid bacteria. Microbiology (Reading) 152:273–280. doi:10.1099/mic.0.28415-016385136

[60] MacKenzie DA, Jeffers F, Parker ML, Vibert-Vallet A, Bongaerts RJ, Roos S, Walter J, Juge N. 2010. Strain-specific diversity of mucus-binding proteins in the adhesion and aggregation properties of Lactobacillus reuteri. Microbiology (Reading) 156:3368–3378. doi:10.1099/mic.0.043265-020847011

[61] Yu J, Zhao J, Song YQ, Zhang JC, Yu ZJ, Zhang HP, Sun ZH. 2018. Comparative genomics of the herbivore gut symbiont Lactobacillus reuteri reveals genetic diversity and lifestyle adaptation. Front Microbiol 9:1151. doi:10.3389/fmicb.2018.0115129915568 PMC5994480

[62] Whelan F, Lafita A, Griffiths SC, Cooper REM, Whittingham JL, Turkenburg JP, Manfield IW, St. John AN, Paci E, Bateman A, Potts JR. 2019. Defining the remarkable structural malleability of a bacterial surface protein Rib domain implicated in infection. Proc Natl Acad Sci USA 116:26540–26548. doi:10.1073/pnas.191177611631818940 PMC6936399

[63] Konings WN, Lolkema JS, Bolhuis H, van Veen HW, Poolman B, Driessen AJM. 1997. The role of transport processes in survival of lactic acid bacteria - energy transduction and multidrug resistance. Antonie Van Leeuwenhoek 71:117–128. doi:10.1023/A:10001435256019049023

[64] Molenaar D, Bosscher JS, ten Brink B, Driessen AJ, Konings WN. 1993. Generation of a proton motive force by histidine decarboxylation and electrogenic histidine/histamine antiport in Lactobacillus buchneri. J Bacteriol 175:2864–2870. doi:10.1128/jb.175.10.2864-2870.19938387991 PMC204603

[65] Wolken WAM, Lucas PM, Lonvaud-Funel A, Lolkema JS. 2006. The mechanism of the tyrosine transporter TyrP supports a proton motive tyrosine decarboxylation pathway in Lactobacillus brevis. J Bacteriol 188:2198–2206. doi:10.1128/JB.188.6.2198-2206.200616513749 PMC1428153

[66] Pereira CI, Matos D, San Romão MV, Crespo MTB. 2009. Dual role for the tyrosine decarboxylation pathway in Enterococcus faecium E17: response to an acid challenge and generation of a proton motive force. Appl Environ Microbiol 75:345–352. doi:10.1128/AEM.01958-0819011061 PMC2620722

[67] Diaz M, Del Rio B, Ladero V, Redruello B, Fernández M, Martin MC, Alvarez MA. 2020. Histamine production in Lactobacillus vaginalis improves cell survival at low pH by counteracting the acidification of the cytosol. Int J Food Microbiol 321:108548. doi:10.1016/j.ijfoodmicro.2020.10854832050139

[68] Su MS, Schlicht S, Gänzle MG. 2011. Contribution of glutamate decarboxylase in Lactobacillus reuteri to acid resistance and persistence in sourdough fermentation. Microb Cell Fact 10:S8. doi:10.1186/1475-2859-10-S1-S821995488 PMC3231934

[69] Ravindran V. 2013. Feed enzymes: the science, practice, and metabolic realities. J Appl Poultry Res 22:628–636. doi:10.3382/japr.2013-00739

[70] Donnet-Hughes A, Rochat F, Serrant P, Aeschlimann JM, Schiffrin EJ. 1999. Modulation of nonspecific mechanisms of defense by lactic acid bacteria: effective dose. J Dairy Sci 82:863–869. doi:10.3168/jds.S0022-0302(99)75304-X10342225

[71] Davoren MJ, Liu J, Castellanos J, Rodríguez-Malavé NI, Schiestl RH. 2019. A novel probiotic, Lactobacillus johnsonii 456, resists acid and can persist in the human gut beyond the initial ingestion period. Gut Microbes 10:458–480. doi:10.1080/19490976.2018.154761230580660 PMC6748577

[72] Denou E, Pridmore RD, Berger B, Panoff JM, Arigoni F, Brüssow H. 2008. Identification of genes associated with the long-gut-persistence phenotype of the probiotic Lactobacillus johnsonii strain NCC533 using a combination of genomics and transcriptome analysis. J Bacteriol 190:3161–3168. doi:10.1128/JB.01637-0718223069 PMC2347406

[73] Ibnou-Zekri N, Blum S, Schiffrin EJ, von der Weid T. 2003. Divergent patterns of colonization and immune response elicited from two intestinal Lactobacillus strains that display similar properties in vitro. Infect Immun 71:428–436. doi:10.1128/IAI.71.1.428-436.200312496193 PMC143181

[74] Seung-Hun L, Eun-Hee Y, Hyuk-Sang K, Jae-Hoon K. 2008. Potential probiotic properties of Lactobacillus johnsonii IDCC 9203 isolated from infant feces. Microbiol Biotechnol Lett 36:121–127.

[75] Lee MD. 2019. GToTree: a user-friendly workflow for phylogenomics. Bioinformatics 35:4162–4164. doi:10.1093/bioinformatics/btz18830865266 PMC6792077

[76] Aramaki T, Blanc-Mathieu R, Endo H, Ohkubo K, Kanehisa M, Goto S, Ogata H. 2020. KofamKOALA: KEGG ortholog assignment based on profile HMM and adaptive score threshold. Bioinformatics 36:2251–2252. doi:10.1093/bioinformatics/btz85931742321 PMC7141845

[77] Zhao Y, Jia X, Yang J, Ling Y, Zhang Z, Yu J, Wu J, Xiao J. 2014. PanGP: a tool for quickly analyzing bacterial pan-genome profile. Bioinformatics 30:1297–1299. doi:10.1093/bioinformatics/btu01724420766 PMC3998138

[78] Snipen L, Liland KH. 2015. Micropan: an R-package for microbial pan-genomics. BMC Bioinformatics 16:79. doi:10.1186/s12859-015-0517-025888166 PMC4375852

[79] Shaiber A, Willis AD, Delmont TO, Roux S, Chen L-X, Schmid AC, Yousef M, Watson AR, Lolans K, Esen ÖC, Lee STM, Downey N, Morrison HG, Dewhirst FE, Mark Welch JL, Eren AM. 2020. Functional and genetic markers of niche partitioning among enigmatic members of the human oral microbiome. Genome Biol 21:292. doi:10.1186/s13059-020-02195-w33323122 PMC7739484

[80] Lopez-Medina E, Neubauer MM, Pier GB, Koh AY. 2011. RNA isolation of Pseudomonas aeruginosa colonizing the murine gastrointestinal tract. J Vis Exp, no. 55:3293. doi:10.3791/329321989513 PMC3230207

[81] Ravi K, Falkowski NR, Scales BS, Akulava VD, Valentovich LN, Huffnagle GB. 2022. The psychrotrophic Pseudomonas lundensis, a non-aeruginosa pseudomonad, has a type III secretion system of the ysc family, which is transcriptionally active at 37°C. mBio 13:e03869-21. doi:10.1128/mbio.03869-2135189702 PMC8903896

# Supplementary material for: Genomic and transcriptomic insights into vertebrate host-specific Lactobacillus johnsonii adaptation in the gastrointestinal tract
**Source:** mSphere. 2025 May 13;10(6):e00052-25. doi: 10.1128/msphere.00052-25
**Supplement:** Supplemental information — Supplemental text, figures, and table captions.

**Supplemental methods:**

**Data selection**

The genome assembly of 55 *L. johnsonii* isolates was initially downloaded from the NCBI RefSeq database. These isolates were selected based on isolation source, and various niches of GI tract from vertebrate hosts. For comparative analysis, it was essential to have enough strain representing each host. For this reason, 4 strains, isolated from macaque, cattle, and horse, were removed due to an insufficient number of representative strains for the host. Additionally, to prevent sampling bias in the analysis, strains submitted under the same BioProject ID were further filtered. A representative strain was selected from such BioProject submissions, by setting the following thresholds: (1) pairwise whole genome sequence average nucleotide identity (ANI) score of <0.999 (2) the least number of sequences contigs in the group, and (3) the largest relative length of longest and shortest contig. This collectively led to a final dataset of 42 vertebrate GI tract genome sequences (Table S1).

**Genome annotation**

The genome assemblies of 42 *L johnsonii* strains were downloaded in fasta format. All downloaded files were either complete genomes, with or without plasmid sequence, or had an average of 26 contigs. A closely related species, *L. gasseri* (BIO6369) was used as the outgroup. The headers of the fasta files were first reformed using anvi-script-reformat-fasta. Each fasta file was then converted into a database using anvi-gen-contigs-database. As several gene assemblies had over 30 contigs, any contigs that were less than 2500bp were removed from the database Open reading frames (ORFs) for each database were identified using Prodigal (1). Identified gene calls were annotated by running anvi-run-hmms (2) on the contig database, and functions were assigned by blasting the sequence against the NCBI COGS database using annotated done using anvi-run-ncbi. Functional annotations were also assigned by running anvi-run-kegg-kofams, which uses an Hidden Markov-Model (hmm) search to find hits from the KEGG KOfam database (3). Gene taxonomy was annotated using the Genome Taxonomy Database (GTDB) and anvi-run-scg-taxonomy (4). tRNA sequences were identified using anvi-scan-trnas which uses tRNAScan-SE (5). Following annotations, a summary of the contig databases was then generated using anvi-display-contigs-stats.

**Average nucleotide identity analysis**

For the phylogenomic analysis, *L. gasseri* BIO6369 was selected as the outgroup. A contig database was generated for BIO6369 as described in the previous section. A whole genome-based average nucleotide identity analysis was then run using anvi-compute-genome-similarity, setting the program parameter to pyANI (for < 50 genome sequence) or fastANI (for > 50 genome sequences) (6). The ANIb_percentage_identity text file generated was then imported into R and visualized using ComplexHeatmap. The rows and columns of the heatmap were clustered based on Ward.D2 method of hierarchical clustering. The ANIb percentage identity score for 42 *L. johnsonii* strains was also visualized as a histogram using the ggplot in R.

**Pangenome and Core Genome Analysis**

The pangenome of all 42 *L. johnsonii* genomes was computed using ‘anvi-pan-genome’ with –mcl-inﬂation 10 and --use-ncbi-blast, to cluster the annotated GCs into groups. A similar pangenome was built along with *L. gaeserii* BIO6369 as the out-group. SCGs phylogenetic analysis as done following the SCGs were extracted from this pangenome using anvi-get-sequences-for-gene-clusters with --max-num-genes-from-each-genome 1, --min-num-genomes-gene-cluster- occurs 43 and --min-geometric-homogeneity-index 1. The extracted sequences were cleaned up by removing nucleotide positions that were gap characters in more than 50% of the sequences using trimAl(7). Phylogenetic analysis was done using iqtree with ‘WAG’ general matrix model and 1000 bootstrap(8). The maximum likelihood tree generated was visualized using phylo.io (9).

The anvio summary data, generated using anvi-summarize, was then imported into R, and converted into a pan matrix. The pan matrix was imported into PanGP to visualize the pangenome and core genome profile generated using a totally random (TR) sampling algorithm, with sample size at 500 and sample repeat at 100 (10). The pan matrix data structure was also used with R package micropan to generate Healps’s law alpha value and Jaccard distance matrix (11). Correlation between the subclades, and source of the strains was analyzed using lm() function in R.

**Functional enrichment analysis and identification of rodent-specific genes in *L. johnsonii***

Using both the COG and KEGG annotation, clade-speciﬁc, subclade, and host-specific functions were identiﬁed by the ‘anvi-compute-functional-enrichment-in-pan(12). Functions were considered significantly enriched if they had <0.05 adjusted q-value score, which represents the false-discovery rate adjusted p-value corrected for multiple testing, and >20 enrichment score. Rodent unique GC’s were identified by filtering the anvi-summarize data, selecting for GCs that are present only in rodent isolates, particularly in MR1 using an R script available on [Github](https://github.com/krthkkrv/Genomic-and-transcriptomic-analysis-of-vertebrate-host-specific-lactobacillus-johnsonii).

1. Hyatt D, Chen GL, Locascio PF, Land ML, Larimer FW, Hauser LJ. 2010. Prodigal: prokaryotic gene recognition and translation initiation site identification. BMC Bioinformatics 11:119.

2. Lee MD. 2019. GToTree: a user-friendly workflow for phylogenomics. Bioinformatics 35:4162-4164.

3. Aramaki T, Blanc-Mathieu R, Endo H, Ohkubo K, Kanehisa M, Goto S, Ogata H. 2020. KofamKOALA: KEGG Ortholog assignment based on profile HMM and adaptive score threshold. Bioinformatics 36:2251-2252.

4. Parks DH, Chuvochina M, Waite DW, Rinke C, Skarshewski A, Chaumeil PA, Hugenholtz P. 2018. A standardized bacterial taxonomy based on genome phylogeny substantially revises the tree of life. Nat Biotechnol 36:996-1004.

5. Chan PP, Lowe TM. 2019. tRNAscan-SE: Searching for tRNA Genes in Genomic Sequences. Methods Mol Biol 1962:1-14.

6. Pritchard L, Glover RH, Humphris S, Elphinstone JG, Toth IK. 2016. Genomics and taxonomy in diagnostics for food security: soft-rotting enterobacterial plant pathogens. Analytical Methods 8:12-24.

7. Capella-Gutierrez S, Silla-Martinez JM, Gabaldon T. 2009. trimAl: a tool for automated alignment trimming in large-scale phylogenetic analyses. Bioinformatics 25:1972-3.

8. Nguyen LT, Schmidt HA, von Haeseler A, Minh BQ. 2015. IQ-TREE: a fast and effective stochastic algorithm for estimating maximum-likelihood phylogenies. Mol Biol Evol 32:268-74.

9. Robinson O, Dylus D, Dessimoz C. 2016. Phylo.io: Interactive viewing and comparison of large phylogenetic trees on the web. Mol Biol Evol 33:2163-6.

10. Zhao Y, Jia X, Yang J, Ling Y, Zhang Z, Yu J, Wu J, Xiao J. 2014. PanGP: a tool for quickly analyzing bacterial pan-genome profile. Bioinformatics 30:1297-9.

11. Snipen L, Liland KH. 2015. micropan: an R-package for microbial pan-genomics. BMC Bioinformatics 16:79.

12. Shaiber A, Willis AD, Delmont TO, Roux S, Chen LX, Schmid AC, Yousef M, Watson AR, Lolans K, Esen ÖC, Lee STM, Downey N, Morrison HG, Dewhirst FE, Welch JLM, Eren AM. 2020. Functional and genetic markers of niche partitioning among enigmatic members of the human oral microbiome. Genome Biology 21.

**Supplemental figures**

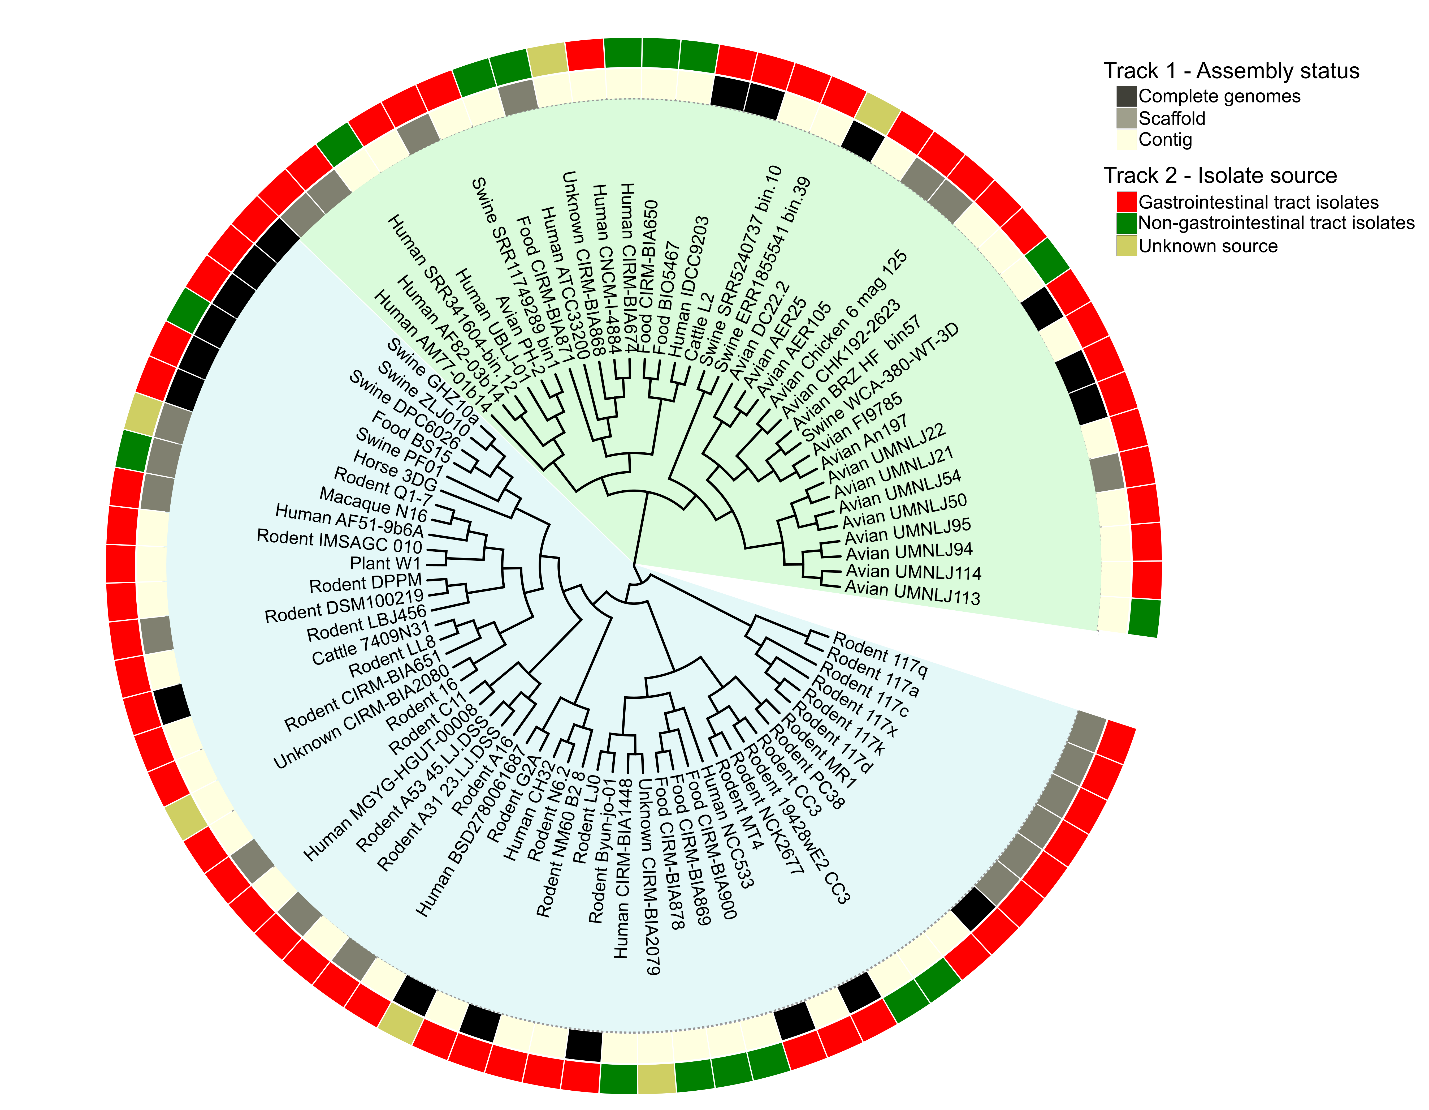

**Fig S1. Phylogenetic clustering of *L. johnsonii* strains based on whole genome sequence ANI scores.** All the strains in the analysis are split into two clades, one clade containing all the avian isolates and the other containing all the rodent isolates in the study. Non-GI tract isolates were distributed among these two clades and did not form a distinct clade of its own. The inner annotation circle represents the assembly status of the strains; black, complete genome sequence; gray, Scaffolds and light yellow, contigs. The outer layer represents the source of the isolates; red, GI tract isolates; green, non-GI tract isolates, including food isolates and dark yellow, isolates of unknown source.

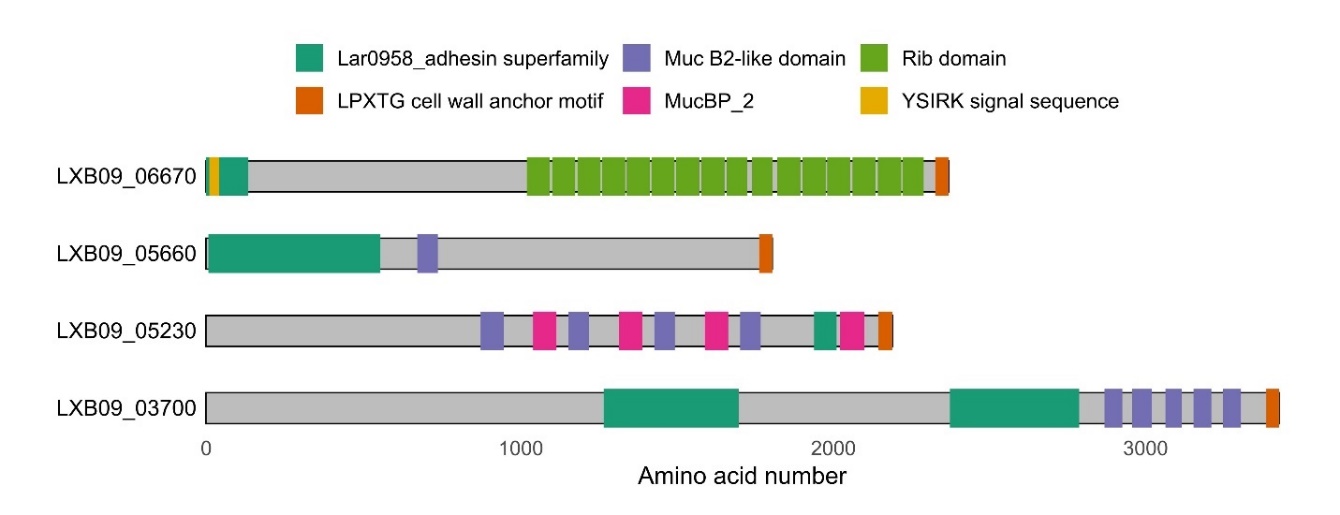

**Fig S2. Conserved domains in rodent-specific Surface proteins identified in L. johnsonii MR1.** Four putative surface proteins were identified as significantly enriched among rodent isolates, highlighting the conserved domains and motifs associated with adhesion, mucus binding, cell wall anchor, and protein export signal.

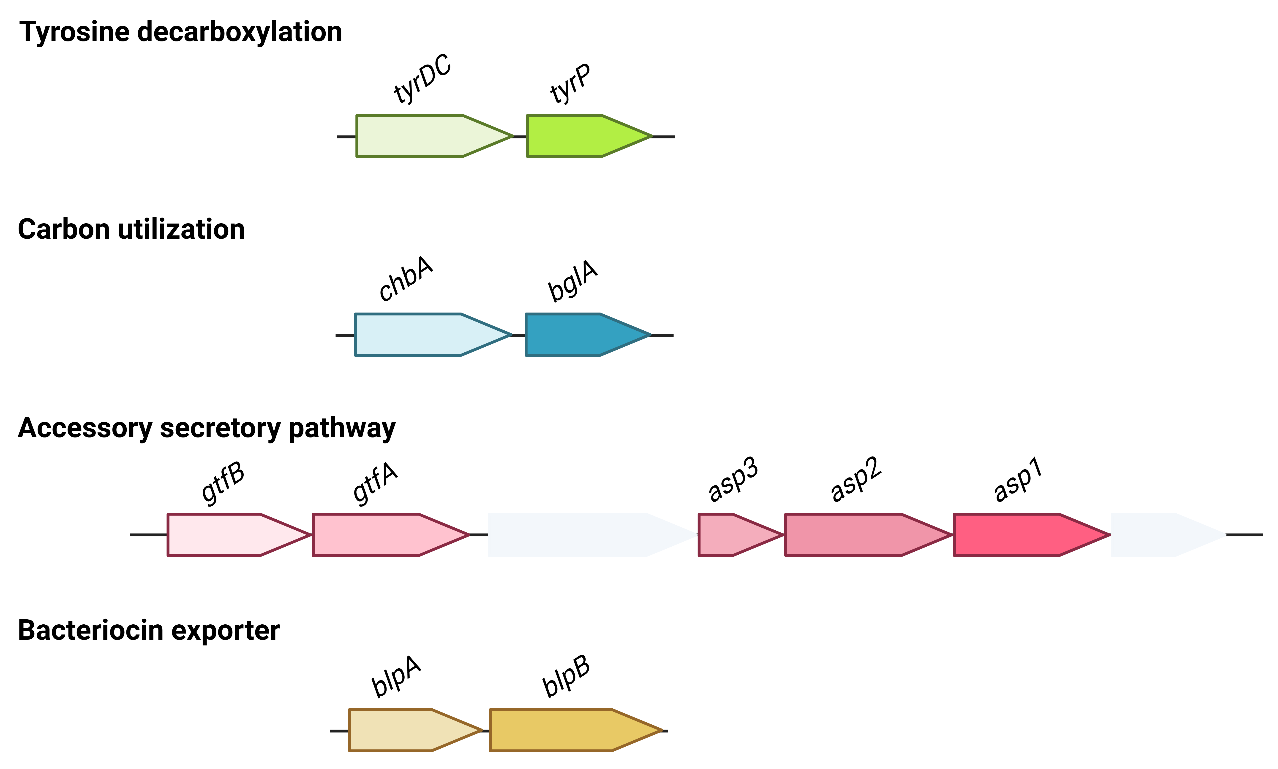

**Fig S3. Genes in MR1 are identified as enriched among rodent isolates or Unique to rodent isolates.** Genes associated with tyrosine decarboxylation and carbon utilization are identified as unique to rodent isolates and absent in strains from other hosts. Accessory secretory pathway and bacteriocin exporter-related genes are significantly enriched among rodent isolates and are absent in the avian isolates in the study. Created with BioRender.com.

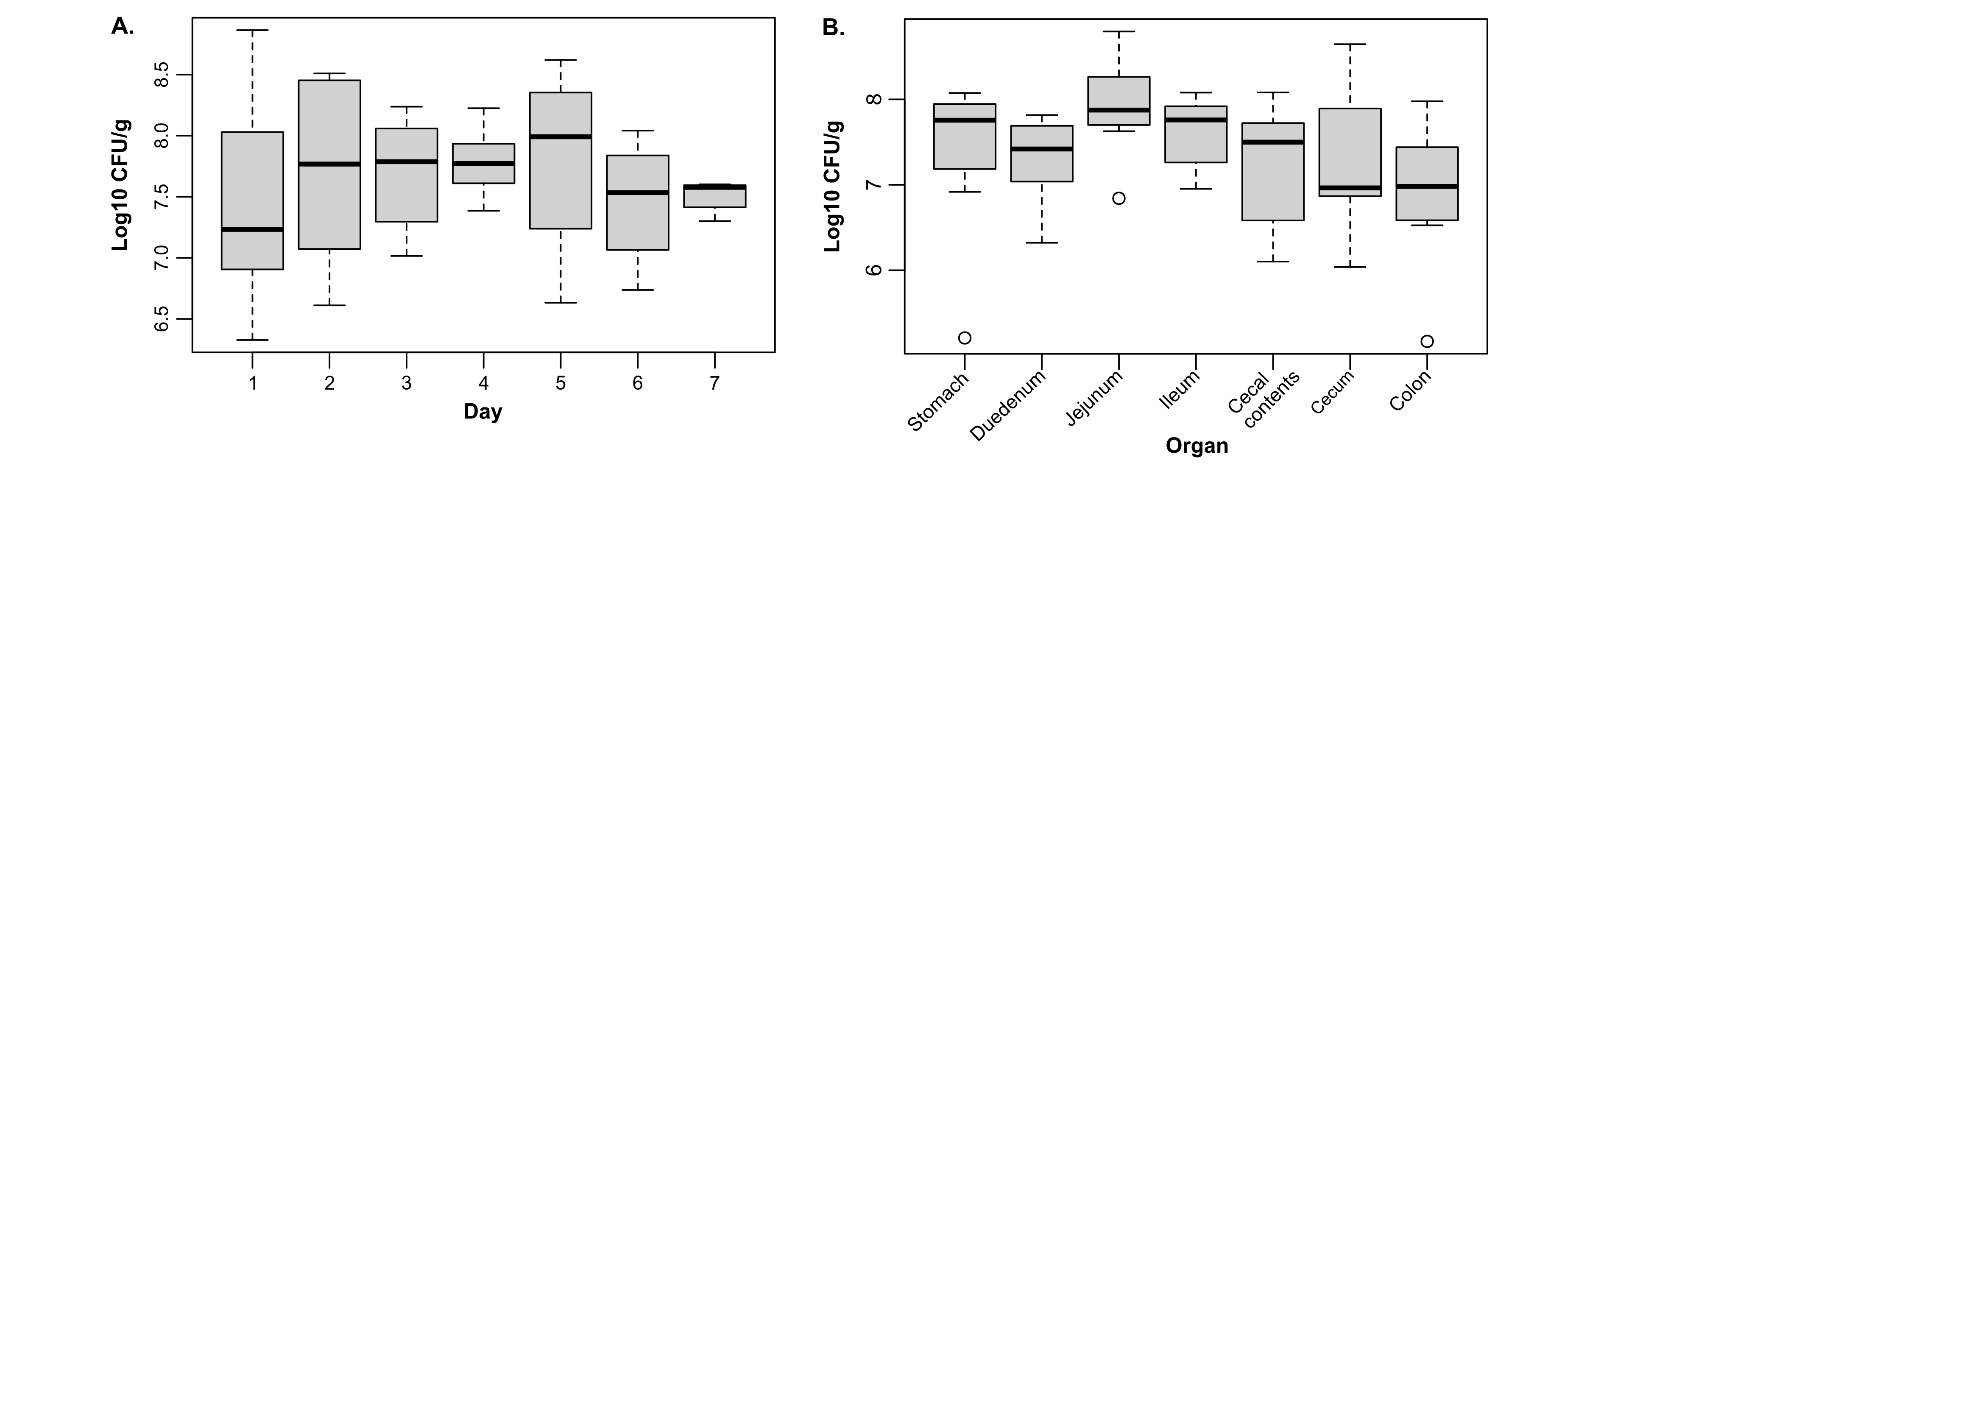
**Fig S4. *L. johnsonii* MR1 persistence in the gut of germ-free mice.** CFU levels of *L. johnsonii* MR1 in feces of germ-free Balb/c mice (n = 8) orally gavaged with 3x10^8^ CFU of *L. johnsonii* MR1 on day 0 (A). CFU/g levels of *L. johnsonii MR1* in the various niches of the GI tract, on the 7th day after oral gavage of Balb/c mice.

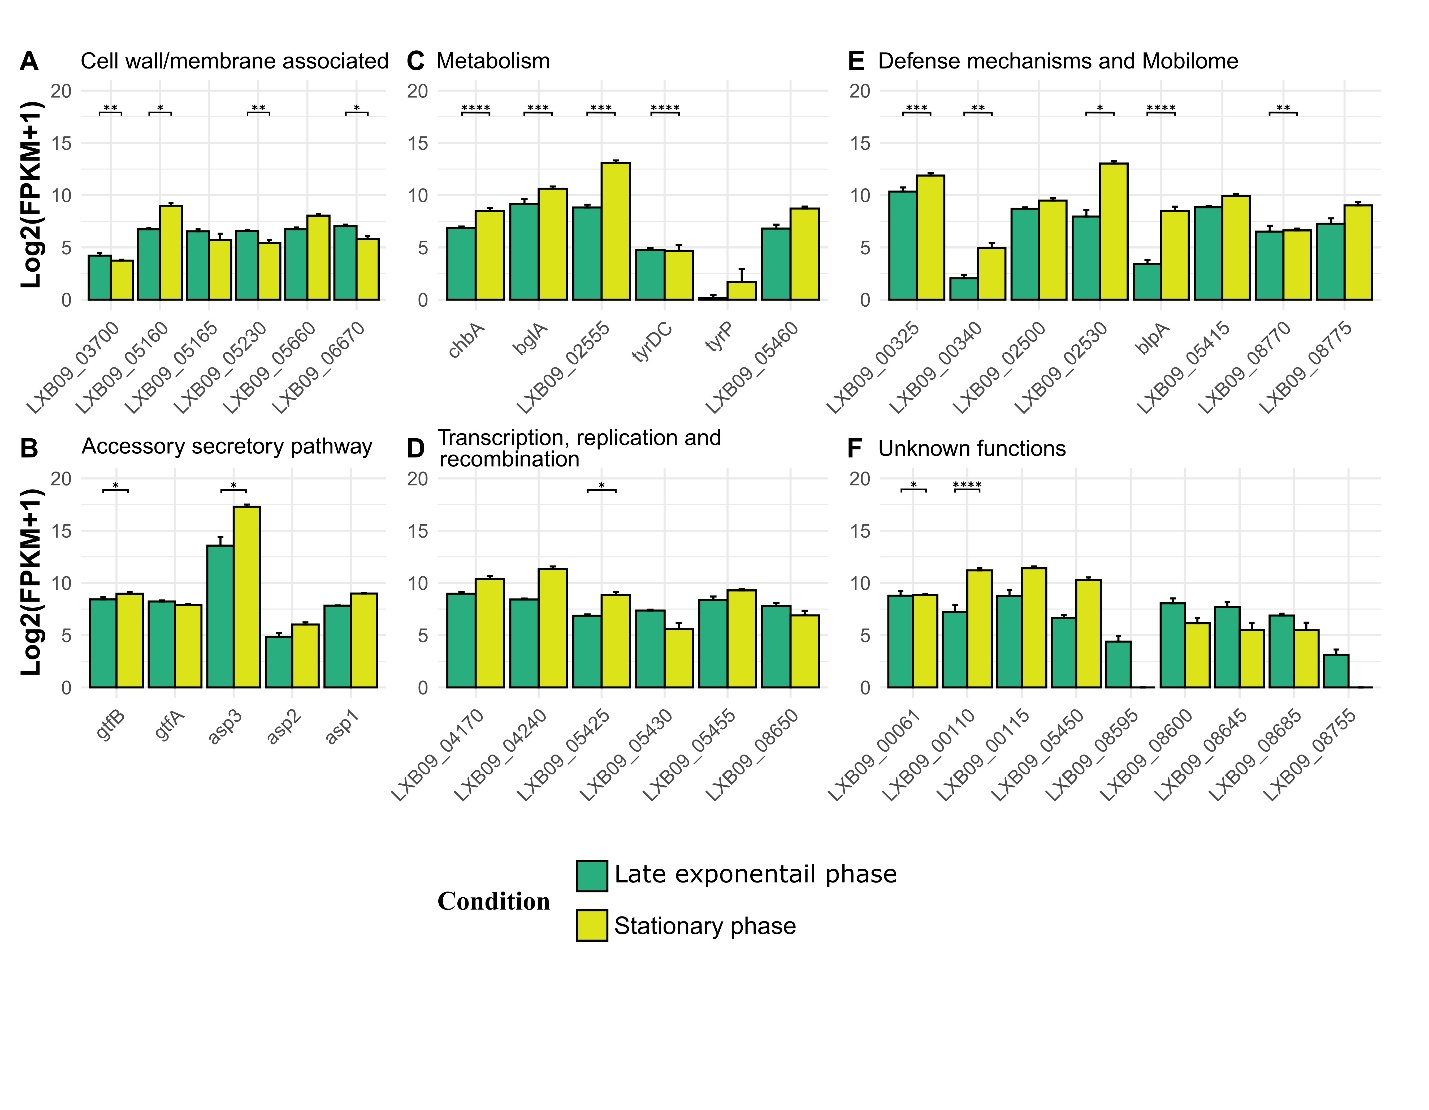

**Fig S5. Anaerobic late exponential phase vs stationary phase expression of rodent-specific genes in *L. johnsonii* MR1.** Bar plot representing Fragments Per Kilobase of transcript per Million mapped (FPKM) reads of *L. johnsonii* during the anaerobic late exponential growth phase (green bars) and anaerobic stationary growth phase (yellow bars). Genes are binned into groups based on their functional annotations. While all the rodent-specific genes were expressed during *in vitro* growth, several genes were significantly differentially regulated. Notably, *tyrP* while expressed during the stationary phase is transcriptionally inactive during the late exponential phase. Similarly, LXB09_08595 and _08755 are only expressed during the late exponential phase an not the stationary phase. The asterisk located above the black line indicates genes with significant changes in expression between the two conditions. One asterisk (*) indicates an adjusted p-value smaller than 0.05 (p<0.05), two asterisks (**) indicate an adjusted p-value smaller than 0.01 (<0.01) three asterisks (***) indicate an adjusted p-value smaller than 0.001 (p<0.001).

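Between stationary (n = 4) and late-exponential cultures (n = 4), edgeR called 1302 of 1738 genes, 588 higher and 714 lower in stationary phase, and 1207 to 1401 with 1 library left out. DESeq2 called 1338 of 1817. Keeping only genes with at least 100 reads in every library left 408 tested, of which 318 were called, and 169 of the 271 calls shared with the full list kept their direction; the scaling then rested on other genes. Upper-quartile scaling moved the median log2 fold change of all genes from -0.18 to -0.67 and gave 433 higher and 942 lower genes, and edgeR with all 3 conditions, which changed the called share most, gave 410 higher and 232 lower, 642 of 1781 tested, so the balance of directions depends on the scaling and the fit. For 1201 genes the groups did not overlap, against 2.86% by chance, and 1181 of these were called. The strongest increases were for LXB09_02520 (Blp family class II bacteriocin), 5.33 (standard error 0.30, adjusted p = 1.57e-07) by edgeR with Benjamini-Hochberg adjustment, LXB09_05920 (5.20), LXB09_02105 (5.17), LXB09_02515 (5.15), and *plsY* (5.12), each called in 8 of 8 fits with 1 library left out. Genes with the strongest decreases had 0 to 2 reads in stationary libraries: LXB09_07200, *rpsS*, LXB09_07035, *acpP*, and LXB09_09290, with 31 to 236, 17 to 236, 57 to 286, 16 to 122, and 24 to 135 reads per late-exponential library.
Of the 40 rodent-associated genes, 34 were called, 25 higher and 9 lower in stationary phase, and 36 adjusted over the list alone. Leaving out 1 library gave 32 to 36, edgeR with all 3 conditions 24 (21 higher, 3 lower), and upper-quartile scaling 34 (21 higher, 13 lower). With at least 100 reads in every library, 22 were tested and 18 called, 11 higher and 7 lower. Of these 18, only LXB09_03700 was called lower without this minimum, so genes called higher turned lower there. The directions of single genes can therefore depend on the scaling. The largest increases were for LXB09_02530 (4.73 (standard error 0.31, adjusted p = 3.34e-07) by edgeR with Benjamini-Hochberg adjustment), *blpA* (4.34 (standard error 0.32, adjusted p = 7.01e-07)), LXB09_05425 (3.71 (standard error 0.18, adjusted p = 7.45e-08)), LXB09_04170 (3.33 (standard error 0.35, adjusted p = 1.01e-05)), and LXB09_02555 (3.22 (standard error 0.25, adjusted p = 1.06e-06)). The 9 with lower expression were LXB09_08775 (-2.01), LXB09_08650 (-1.77), LXB09_08685 (-1.24), LXB09_08645 (-1.11), *asp2* (-1.04), *asp1* (-0.79), LXB09_03700 (-0.71), *asp3* (-0.46, called in 2 of 8 fits with 1 library left out, without late-exponential culture 1 or 4), and LXB09_08595. Not called were LXB09_06670, LXB09_05460, LXB09_08770, LXB09_00060, LXB09_08600, and LXB09_08755. Of the 7 functional groups, limma fry called 6 as higher, though the median of the aSec group was -0.44 and that of the mobilome -0.65, and camera called none (lowest adjusted p = 0.316).

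**Figure D3:**
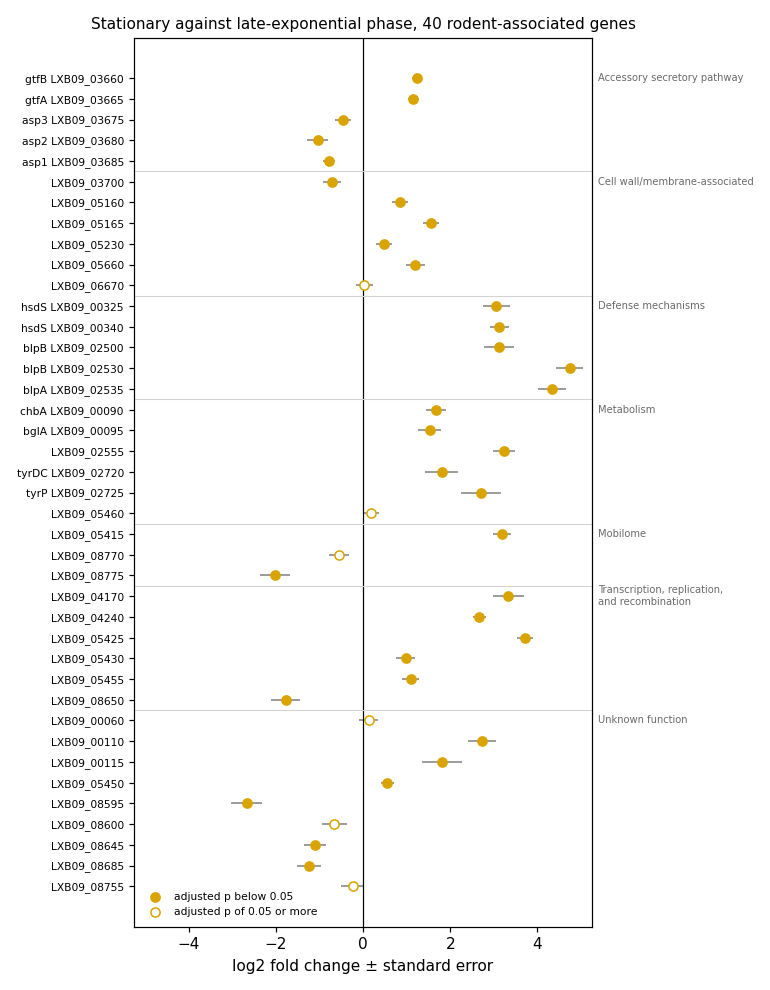
Log2 fold change with standard error of the 40 rodent-associated genes in stationary phase (n = 4) against late-exponential phase (n = 4), by functional group. Filled points have an adjusted p value below 0.05 in edgeR.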

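*tyrP* had 1863 to 2373 reads in each late-exponential library and 947 to 1919 in each stationary library, which had fewer gene counts. Its FPKM was 965 ± 538 (SD, n = 4; 584 to 1763) in late-exponential phase and 2966 ± 32.9 (SD, n = 4) in stationary phase, and its mean level in stationary phase was 7168 ± 716 CPM. The log2 fold change in stationary phase was 2.71 (standard error 0.46, adjusted p = 0.000321) by edgeR with Benjamini-Hochberg adjustment, with all stationary cultures above all late-exponential ones. It ranged from 2.45 to 3.43 with 1 library left out (highest without late-exponential culture 1) and was called in 8 of 8 such fits.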

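LXB09_08595 had 225 to 589 reads per late-exponential library and 2 to 9 per stationary library, an FPKM of 571 ± 70.6 and 39.8 ± 18.2 (SD, n = 4 each). Its log2 fold change in stationary phase was -2.67 (standard error 0.35, adjusted p = 5.52e-05) by edgeR with Benjamini-Hochberg adjustment, and it was called in 8 of 8 fits with 1 library left out. LXB09_08755 had 481 to 1236 and 48 to 73 reads per library, an FPKM of 836 ± 104 and 319 ± 99.5, and a level of 327 ± 101 and 294 ± 89.5 CPM. Its log2 fold change was -0.24 (standard error 0.26, adjusted p = 0.420) by the same edgeR test, and it was called in 0 of 8 such fits.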

**Supplemental tables**

**Table S1:** 42 *L. johnsonii* strains used in the comparative genomic analysis. These strains were reported to be isolated from various niches of the GI tract, including fecal samples.

**Table S2:** Pangenome summary of *42 L. johnsonii* vertebrate GI tract isolates, built using Anvi'o microbial pangenomics analysis pipeline.

**Table S3:** Functional enrichment analysis across strains in 4 host groups.

**Table S4:** Pairwise whole genome sequence average nucleotide identity score for 42 *L. johnsonii* strains and the outgroup *L. gasseri* BIO6369.

**Table S5:** Log fold change in expression of genes in *L. johnsonii* MR1 during *in vitro* and *in vivo* growth.

**Table S6:** Log fold change in expression of the 40 rodent-associated genes in *L. johnsonii* MR1 during *in vitro* and *in vivo* growth.

How the deposited data were processed for this re-analysis (not part of the article)

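RNA sequencing of *L. johnsonii* MR1 was read from 16 libraries in 3 conditions: anaerobic broth cultures in late-exponential phase (n = 4, 5 hours) and in stationary phase (n = 4, 10 hours), and cecal contents of monocolonized germ-free mice at day 7 (n = 8). Each culture or mouse gave 1 library. The authors extracted RNA with different protocols from broth and from cecal contents, depleted ribosomal RNA, sequenced paired ends, checked the reads with FastQC, trimmed them with TrimGalore, aligned them with Bowtie2, converted the alignments with SAMtools, counted fragments per gene with HTSeq, and tested genes with DESeq2 at an adjusted p value below 0.05. The values used here are their raw fragment counts, 1 table per condition, with 1879 gene lines and 5 summary lines. The summary lines were used for the totals of all, aligned, and unassigned fragments and were left out of every test. No other measured columns were present, and 0 were left out. The strand setting, the annotation release, and the read sequences are not analysed here, and neither are the colony counts of the paper.

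Samples were grouped by the condition in their labels. Of the in vivo columns, 2 share 1 name, so which is mouse 4 and which is mouse 5 was left open, and 5 mice were taken as known females and 1 as a known male. Replicate numbers of cultures and mice are taken as shared numbers only, and the main tests are unpaired. Gene lengths and functional groups of the 40 rodent-associated genes were taken from Table 2, gene types from the count tables, and products from Table S5 by locus tag. The products listed there for *plsY*, *rpsS*, *acpP*, and *rplE* match the names of these genes in the count tables. Locus tags follow the count tables. Table S5 holds the same fold changes under shifted tags: its 1815 loci were matched to the lines of the count tables by the fold change from DESeq2, within a relative tolerance of 1e-05, and the Spearman correlation between the 2 sets of in vivo fold changes was 0.279 at equal tags and 1 after moving the tags. The share of lines without reads on the 100 tRNA and rRNA genes was tested under both sets of tags with Fisher's exact test (p = 5.02e-80 for the count tables, p = 8.63e-55 for Table S5).

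Differential expression was tested with edgeR 4.0.16 in R 4.3.3 for in vivo against late-exponential, stationary against late-exponential, and in vivo against stationary libraries, each in a fit of 2 groups: default expression filter, TMM scaling, robust quasi-likelihood F-tests, and Benjamini-Hochberg adjustment within a comparison at 0.05. Log2 CPM values for principal components use a prior count of 2. Adjustment over the list alone used only the p values of the 40 genes. The 7 functional groups were tested with fry of limma 3.58.1 on voom values, and again with camera. The called share of the list was compared with that of all other tested genes by Fisher's exact test. FPKM was computed from raw counts, Table 2 lengths, and the total of gene counts. Detection asked for 10 reads in every library of a condition. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The seed of every random step was 20.

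Alternatives covered DESeq2 1.42.0 with 2 and with 3 groups, edgeR with 3 groups, limma-voom with sample quality weights, DESeq2 size factors, upper-quartile scaling, no filter, a minimum of 100 reads in every library, counts thinned to 218801 per library, the 10 genes with the largest share left out, a block for the replicate number with and without thinning, known female mice only, the assigned share as a covariate, the 5 mice with an assigned share of 1% or more and the 3 mice under 1%, a fold change of at least 2, and each library left out in turn (12 fits for a comparison with mice, 8 for the cultures). The settings that use the assigned share, the DESeq2 setting with a filtering level of 0.1, and the tests under the tags of Table S5 were added after seeing the data. The 10 genes left out had the largest mean share of gene counts over all 16 libraries. Corrections for GC content were not run, because no gene sequences were used here. Samples were also split otherwise, up to 100 splits per comparison, to count calls for groups that do not follow the condition.

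The depth sets the precision. Gene counts per library had a median of 1766376 in late-exponential phase, 363658 in stationary phase, and 1123074 in vivo. Protein-coding genes took 97.7% of the gene counts, and rRNA genes 716 reads. Across replicate pairs, the chi-square per degree of freedom was 10.7 to 159 in late-exponential phase, 1.74 to 5.07 in stationary phase, and 28.6 to 538 in vivo, where sampling of reads alone gives about 1, so no 2 libraries were copies of each other. The chain of tests was also run on simulated data with 200 changed genes per comparison. There edgeR recovered 44% of them in vivo against late-exponential phase, 94.5% in stationary against late-exponential phase, and 42.5% in vivo against stationary phase, and unchanged genes made up 3.30, 5.03, and 0% of its calls. DESeq2 recovered 57.5, 95.5, and 55%, with 10.9, 9.05, and 9.84% unchanged genes among its calls. The simulated genes changed in both directions and had 1 spread for both groups. In the data the spread differed between groups, and 1302 of 1738 genes were called in stationary phase. These rates therefore need not hold for the data. A gene that was not called in the comparisons with mice can therefore still have changed.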

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

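The test of the assigned share on the first principal component and the fits that use that share were chosen only after the result was seen.

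A comparison the paper does not report, in vivo (n = 8) against stationary phase (n = 4), gave 674 genes with an adjusted p value below 0.05 in edgeR, 298 higher and 376 lower in vivo, of 1736 tested. The balance of directions turned with other scalings, to 463 higher and 277 lower with upper-quartile factors and to 435 and 287 without the 10 genes with the largest share. Leaving out 1 library gave 459 to 759. The largest increases were for LXB09_02225 (tRNA-Arg, 0 to 3 reads per stationary library), LXB09_02945 (1 to 3 reads), LXB09_09360 (3.76), *rplE* (3.55, 1 to 4 reads), and LXB09_01335 (3.51), and the largest decreases for LXB09_05920 (-5.28), LXB09_06325 (-4.85; -5.47 without mouse 7), LXB09_02105 (-4.49), LXB09_06655 (-4.35), and LXB09_06290 (-4.28). Between stationary and late-exponential cultures 1302 genes were called, where the text and figures of the paper describe only the 40 rodent-associated genes. Splits of the libraries gave as many calls in 1 of 100 drawn splits for the first comparison and in 1 of all 35 for the second, the real split being that 1. These shares are the smallest the draws can give, so chance is unlikely for both but not excluded. In the first comparison 2 other splits gave calls as well, 273 with mice 2, 3, 4 or 5b, and 8 against all other libraries and 143 with stationary culture 4 and mice 4 or 5a, 6, and 7 against the rest. The first holds the 4 libraries with the highest share of aligned fragments assigned to genes among the 12. The second does not follow that share, since the other stationary cultures are also under 1%, and its cause was not tested. With only the 3 mice under 1%, whose share is close to that of the stationary cultures, 814 genes were called, and with that share as a covariate 848, which argues against the share as the whole cause. In the comparison with mice, thinning gave 652 calls, 629 of them among the 674 and in the same direction, which argues against sequencing depth as the whole cause. RNA extraction changed together with the growth condition there, and its part could not be separated. The 2 phases in broth had median gene counts of 363658 and 1766376, and thinning gave 1200 calls, which argues against depth as the whole cause. A biological change with growth phase and host stays open, as untested.

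Of the 40 rodent-associated genes, 25 differed between in vivo and stationary phase by edgeR, 6 higher and 19 lower in vivo, so their changes against the shared late-exponential cultures differ. For 16 genes the 2 changes had opposite directions, and 12 of these were among the 25. The test compares the cecum and stationary cultures directly, so the shared late-exponential cultures do not enter it. Whether growth phase or the host sets these genes apart was not tested.

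In 28 of 216 groups of 4 or 8 values 1 library lay outside the others by Dixon's test, and chance flags about 1 in 20 groups. Of these, 27 concern gene levels (204 groups of 68 genes, 10.2 expected by chance). The last concerns the share of the 10 genes with the largest mean share over all libraries, which was 8.53% in late-exponential culture 1 against 2.48 to 3.47% in the other 3. Culture 1 also had the highest level among late-exponential cultures, as log2 CPM, for LXB09_00325 (9.42 against 8.13 to 8.32), LXB09_00110 (9.88 against 8.53 to 8.70), LXB09_08600 (9.34 against 8.47 to 8.56), LXB09_08645 (9.24 against 8.23 to 8.40), and LXB09_05730 (10.37 against 8.62 to 8.91). It had the smallest number of gene counts of the 4, 898261, and the lowest assigned share, 2.36%, and its levels differed most from its replicates (chi-square per degree of freedom 91.3 to 159, against 10.7 to 13.4 among the others). Without it edgeR called 0 genes between in vivo and late-exponential phase (378 unadjusted; DESeq2 372 and limma-voom 727 with all libraries) and 0 of the 40, as it did without culture 2 or 4. Late-exponential culture 4 had the lowest level of the 4 for LXB09_05145 (4.42 against 5.07 to 5.09).

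Among stationary cultures, culture 1 was lowest for LXB09_03680 (6.26 against 7.67 to 7.96) and highest for *rpsS*, LXB09_03920 (3.10 against 0), and *acpP*, LXB09_01945 (3.10 against 0). Culture 2 was lowest for LXB09_05145 (2.21 against 4.01 to 4.37) and highest for LXB09_07200 (2.21 against 0), LXB09_07035 (3.05 against 0), and LXB09_09290 (2.21 against 0), and culture 3 lowest for LXB09_07220 (2.46 against 3.98 to 4.26). Culture 4 was highest for LXB09_00060 (9.50 against 9.29 to 9.32) and LXB09_00110 (12.13 against 11.69 to 11.76) and lowest for LXB09_08595 (3.44 against 4.96 to 5.07), LXB09_02225 (0 against 3.10 to 3.57), and *rplE*, LXB09_03880 (2.56 against 3.86 to 4.01). Several of these rest on 0 to 4 reads, where a single read moves the value. The cause was not tested.

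Mouse 7 was lowest for LXB09_08650 (4.28 against 7.11 to 8.96), LXB09_05460 (0 against 5.53 to 8.53), LXB09_05730 (0 against 5.82 to 7.27), and LXB09_07035 (0 against 4.87 to 5.98) and highest for LXB09_06325 (10.13 against 6.96 to 8.33). Mouse 6 was highest for LXB09_02945 (7.98 against 6.33 to 6.76) and LXB09_06655 (9.20 against 7.84 to 8.35), and mouse 1 for LXB09_05145 (3.91 against 0 to 1.50). Mice 6 and 7 are 2 of the 3 libraries with an assigned share under 1% and have few gene counts (469914 and 523160). The first principal component of the in vivo libraries separated these 3 from the other 5 (exact permutation p = 0.0179, the smallest that 3 against 5 can give), so the assigned share may account for part of these values. The labels name 2 males, mouse 7 and mouse 5, which is 1 of the columns 4 or 5a and 4 or 5b, and neither column shares these values of mouse 7, so sex alone would not give them.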

How the results depend on the processing

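The settings that use the assigned share, the DESeq2 filtering level of 0.1, and the tags of Table S5 were chosen only after the results were seen, while all other settings were chosen before the data were examined.

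The number of genes called in vivo against late-exponential phase (177) changed most. It was 372 with DESeq2, 502 with DESeq2 and all 3 conditions in 1 fit, 727 with limma-voom and quality weights, and 315 with edgeR and all 3 conditions. Of the settings chosen later, DESeq2 with a filtering level of 0.1 gave 491, the assigned share as a covariate 50, the 5 mice of 1% or more 482, and the 3 mice under 1% 883. With 1 library left out it ranged from 0 (without late-exponential culture 1, 2, or 4; edgeR, 378, 414, and 380 unadjusted) to 213 (without mouse 4 or 5b), with 1 without culture 3, 47 without mouse 1, and 103 without mouse 4 or 5a. For stationary against late-exponential phase (1302) the number was 811 with DESeq2 and all 3 conditions, 811 with a filtering level of 0.1, 642 with edgeR and all 3 conditions, and 318 with at least 100 reads in every library. For in vivo against stationary phase (674) it was 1184 with limma-voom, 164 with at least 100 reads in every library, and 1215 with the 5 mice of 1% or more.

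Of the 40 rodent-associated genes, 5 were called in vivo against late-exponential phase. This became 10 with DESeq2, 16 with DESeq2 and all 3 conditions, 18 with limma-voom, 10 with edgeR and all 3 conditions, and 9 of 24 with at least 100 reads in every library. Settings chosen later gave 16 (filtering level 0.1), 1 (assigned share as covariate), 10 (mice of 1% or more), 23 (mice under 1%), and 18 (DESeq2 with a filtering level of 0.1 and tags of Table S5). With 1 library left out it ranged from 0, without any 1 of the late-exponential cultures, to 9 without mouse 4 or 5b, with 2 without mouse 1 and 8 without mouse 8. In stationary against late-exponential phase, 34 of the 40 (25 higher, 9 lower) became 18 of 22 (11 higher, 7 lower) with at least 100 reads in every library. The odds ratio of the called share (1.31) ranged from 1.04 to 2.20 with 1 mouse left out, the latter without mouse 4 or 5b (Fisher's exact test, p = 0.0465). Without a late-exponential culture 0 or 1 genes were called in all, so the ratio, given as 0, says nothing about the list. Detection in stationary phase fell from 37 genes to 23 with a minimum of 100 reads.

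Replicate numbers are shared between conditions. Correlations of the residuals were compared between libraries of the same and of different numbers. For the phases of broth they were -0.058 to 0.216 (median 0.113) and -0.230 to 0.212 (median -0.046). For late-exponential cultures and mice they were -0.139 to 0.311 (median 0.088) and -0.370 to 0.403 (median 0.111). For stationary cultures and mice they were -0.028 to 0.184 (median 0.157) and -0.315 to 0.257 (median -0.073). The ranges overlap and pairs of the same number are few, so for the phases of broth a pairing is neither shown nor excluded. The paper names no link between a mouse and a culture, so a shared number has no known meaning there. Only mice 1, 2, and 3 could be matched to a culture by number. In the comparisons with mice, fold changes with the block rest on those 3 pairs, and the mice with an assigned share under 1% do not enter them. With a block for the replicate number, edgeR called 209 genes in vivo against late-exponential phase, 1297 in stationary against late-exponential phase, and 1019 in vivo against stationary phase, and 8 of the 40 in the first. With block and thinning the counts were 146, 1187, and 963. Under the block LXB09_05425 changed to -0.45, LXB09_08685 to -0.36, and LXB09_08755 to -0.13 against late-exponential phase, and *gtfA* (LXB09_03665) to -0.11 against stationary phase; no functional group was called in vivo (0 by fry), the defense group having an adjusted p of 0.0643 where it was called without the block (adjusted p = 0.00179), the cell wall group turned upward (adjusted p = 0.911), and the genes of unknown function turned downward in stationary phase (adjusted p = 0.529). Apart from the defense group, none of these values was called in either setting. Corrections for GC content and gene length, alone and with the block, were not run, because no gene sequences were used here.

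Signs of small changes in vivo against late-exponential phase turned under other settings, none of them called. With known female mice LXB09_05425 was at -0.31, LXB09_08650 at 0.22, LXB09_05160 at 0.000690, *asp1* (LXB09_03685) at -0.00427, and LXB09_08755 at -0.10, and against stationary phase *gtfA* (LXB09_03665) at -0.00279. DESeq2 size factors gave -0.0458 for LXB09_05430, -0.0800 for LXB09_03700, and -0.00663 for LXB09_08755. DESeq2 gave -0.0451, -0.0794, and -0.0118 for these genes, and with all 3 conditions -0.0422, -0.0876, and -0.0174, while edgeR with all 3 conditions gave -0.0180 for LXB09_03700. In stationary phase DESeq2 with all 3 conditions gave -0.0336 for LXB09_06670.

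With 1 library left out, log2 fold changes in vivo against late-exponential phase ranged from -0.40 to 0.19 for LXB09_04170, -0.0624 to 0.37 for LXB09_05425, -0.15 to 0.15 for LXB09_05430, -0.37 to 0.17 for LXB09_08650, -0.14 to 0.0900 for LXB09_03700, -0.11 to 0.21 for LXB09_05660, -0.0127 to 0.36 for LXB09_02555, -0.0581 to 0.0262 for *gtfB* (LXB09_03660), and -0.0584 to 0.28 for LXB09_08755. In stationary against late-exponential phase they were -0.0430 to 0.0909 for LXB09_06670 and -0.00664 to 0.42 for LXB09_00060, which was called without late-exponential culture 1, and in vivo against stationary phase -0.0892 to 0.22 for LXB09_06670 and -0.13 to 0.30 for LXB09_08600.

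For the functional groups in vivo against late-exponential phase, fry called 1, 3 with DESeq2 size factors (2 up, 1 down), 3 with quality weights (all up), and 1 to 3 with 1 library left out, and camera called 0. In stationary phase camera called 0, where fry called 6. The genes of unknown function turned upward in vivo with quality weights (adjusted p = 0.559), and with 1 library left out their adjusted p ranged from 0.308 (upward, without late-exponential culture 1) to 0.907; in stationary phase it ranged from 9.51e-05 (upward, without late-exponential culture 1) to 0.952, and they turned downward with camera (adjusted p = 0.925) and without a filter (adjusted p = 0.958). The correlation of the fold changes in vivo and in stationary phase (0.382) was 0.515 with at least 100 reads in every library, 0.227 with the mice of 1% or more, 0.465 with those under 1%, and 0.0243 with the assigned share as a covariate.

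Among values not listed here, 956 kept their direction and call under another setting, 47 became called, and 42 lost their call. With 1 library left out these numbers were 1553, 25, and 120.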

Differences from the paper's values

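The settings with a filtering level of 0.1, the assigned share, and the tags of Table S5 were chosen only after the values were seen.

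For the change in vivo against late-exponential phase, the paper gives 497 genes, 310 higher and 187 lower in vivo, where edgeR here called 177, 146 higher and 31 lower. Of the alternatives set before the data were examined, DESeq2 (372), DESeq2 with all 3 conditions in 1 fit (502), and limma-voom with quality weights (727) come within 1.5 times of the total, and the other alternatives, edgeR with all 3 conditions (315) among them, do not. For the paper's 310 higher genes the same 3 (264, 312, and 417) and edgeR with all 3 conditions (235) come within, and for its 187 lower genes only DESeq2 with all 3 conditions (190). At equal tags the DESeq2 fit with all 3 conditions keeps 179 of the paper's 497 calls, and 497 under the tags of Table S5. Chosen after seeing the values, a filtering level of 0.1 gives 491 (307 higher, 184 lower) and drops 320 of the paper's calls at equal tags and 7 under the tags of Table S5, the 5 mice of 1% or more give 482 (273 higher, 209 lower) and drop 329, and the 3 mice under 1% give 428 higher and drop 237.

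In Table S6, 18 of the 40 genes have an adjusted p value below 0.05 in vivo, where edgeR here called 5. Set before the data were examined, DESeq2 with all 3 conditions (16) and limma-voom (18) come within 1.5 times, and the other alternatives do not. At equal tags they keep 9 and 10 of the paper's 18. Chosen after seeing the values, a filtering level of 0.1 gives 16 and drops 9, the mice under 1% give 23 and drop 6, and DESeq2 with a filtering level of 0.1 and the tags of Table S5 gives 18 and drops 0. That last setting also gives the paper's 23 calls in stationary phase and drops 0, where edgeR here called 34.

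The paper's log2 fold changes in vivo against late-exponential phase, from Table S6, differ from those of edgeR here by more than a standard error or in sign for 34 of 40 genes, 17 of them in sign (Pearson correlation of all 40, 0.474). Among the genes for transcription, replication, and recombination these were LXB09_04170, the paper's -0.84 and -0.19 here, LXB09_04240, the paper's -0.0121 and 0.41 here, LXB09_05425, the paper's -1.07 and 0.28 here, LXB09_05430, the paper's -1.73 and 0.0614 here, LXB09_05455, the paper's -0.0422 and -1.50 here. Among the cell wall/membrane genes these were LXB09_03700, the paper's 1.16 and 0.0136 here, LXB09_05160, the paper's -1.30 and -0.0701 here, LXB09_05165, the paper's -1.82 and -0.28 here, LXB09_05230, the paper's -1.43 and -0.20 here, LXB09_05660, the paper's -0.58 and 0.11 here, LXB09_06670, the paper's -1.004 and 0.22 here. Among the metabolism genes these were LXB09_02555, the paper's 1.38 and 0.14 here, LXB09_02720 (*tyrDC*), the paper's 2.91 and 1.55 here, LXB09_02725 (*tyrP*), the paper's 4.55 and 1.08 here, LXB09_05460, the paper's 0.27 and -0.71 here. Among the aSec genes these were LXB09_03660 (*gtfB*), the paper's -0.72 and -0.00271 here, LXB09_03665 (*gtfA*), the paper's 0.0226 and 1.53 here, LXB09_03675 (*asp3*), the paper's 2.04 and 1.29 here, LXB09_03680 (*asp2*), the paper's -0.97 and 1.20 here, LXB09_03685 (*asp1*), the paper's -0.13 and 0.30 here. Among the defense genes these were LXB09_00340, the paper's 3.08 and 1.01 here, LXB09_02500, the paper's 0.29 and 2.62 here, LXB09_02530, the paper's 1.18 and 1.86 here, LXB09_02535 (*blpA*), the paper's 2.21 and 1.50 here. Among the mobilome genes these were LXB09_05415, the paper's -0.56 and 1.05 here, LXB09_08770, the paper's 0.0612 and -0.81 here, LXB09_08775, the paper's 1.91 and -1.13 here. Among the genes of unknown function these were LXB09_00110, the paper's 3.30 and 1.12 here, LXB09_00115, the paper's 1.02 and -0.80 here, LXB09_05450, the paper's 0.14 and -1.37 here, LXB09_08595, the paper's 0.61 and -0.80 here, LXB09_08645, the paper's -1.68 and 0.28 here, LXB09_08685, the paper's -0.23 and 0.50 here, LXB09_08755, the paper's -0.45 and 0.0917 here. Of the alternatives set before the data were examined, the replicate block brings LXB09_04170 and LXB09_08685 and female mice alone bring LXB09_03685 within the paper's value, and no other of the 7 alternatives run for single genes does so for any of the 34, nor does leaving out 1 library. Chosen after seeing the values, the tags of Table S5 with DESeq2 and all 3 conditions give all 40 of the paper's values within 0.001, and 3 of them at equal tags.

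For stationary against late-exponential phase 33 of 40 differ, 11 of all 40 in sign (Pearson correlation 0.647). Among the genes for transcription, replication, and recombination these were LXB09_04170, the paper's 1.39 and 3.33 here, LXB09_04240, the paper's 2.92 and 2.67 here, LXB09_05425, the paper's 1.99 and 3.71 here, LXB09_05430, the paper's -1.81 and 0.98 here, LXB09_08650, the paper's -0.93 and -1.77 here. Among the cell wall/membrane genes these were LXB09_05160, the paper's 2.26 and 0.85 here, LXB09_05165, the paper's -0.83 and 1.57 here, LXB09_05230, the paper's -1.14 and 0.48 here, LXB09_06670, the paper's -1.25 and 0.0305 here. Among the metabolism genes these were LXB09_02555, the paper's 4.28 and 3.22 here, LXB09_02720 (*tyrDC*), the paper's -0.0483 and 1.80 here, LXB09_02725 (*tyrP*), the paper's 3.84 and 2.71 here, LXB09_05460, the paper's 1.92 and 0.19 here. Among the aSec genes these were LXB09_03660 (*gtfB*), the paper's 0.54 and 1.23 here, LXB09_03665 (*gtfA*), the paper's -0.32 and 1.16 here, LXB09_03675 (*asp3*), the paper's 3.72 and -0.46 here, LXB09_03680 (*asp2*), the paper's 1.22 and -1.04 here, LXB09_03685 (*asp1*), the paper's 1.17 and -0.79 here. Among the defense genes these were LXB09_00325, the paper's 1.53 and 3.05 here, LXB09_02500, the paper's 0.80 and 3.11 here, LXB09_02530, the paper's 5.08 and 4.73 here, LXB09_02535 (*blpA*), the paper's 5.26 and 4.34 here. Among the mobilome genes these were LXB09_05415, the paper's 1.06 and 3.19 here, LXB09_08770, the paper's 0.12 and -0.55 here, LXB09_08775, the paper's 1.76 and -2.01 here. Among the genes of unknown function these were LXB09_00110, the paper's 3.99 and 2.73 here, LXB09_00115, the paper's 2.67 and 1.81 here, LXB09_05450, the paper's 3.65 and 0.56 here, LXB09_08595, the paper's -3.22 and -2.67 here, LXB09_08600, the paper's -1.90 and -0.66 here, LXB09_08645, the paper's -2.19 and -1.11 here, LXB09_08685, the paper's -1.52 and -1.24 here, LXB09_08755, the paper's -2.29 and -0.24 here. Of the alternatives set before the data were examined, DESeq2 size factors, DESeq2, edgeR with all 3 conditions, and the replicate block bring LXB09_02530 within the paper's value, DESeq2 with all 3 conditions brings LXB09_08685, and leaving out 1 library brings LXB09_02725, LXB09_02530, LXB09_00115, or LXB09_08685. None of the alternatives run for single genes, nor leaving out 1 library, does so for the other 29. Chosen after seeing the values, the tags of Table S5 with DESeq2 and all 3 conditions give all 40 of the paper's values within 0.001.

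The text of the paper names *asp3*, LXB09_02555, *tyrDC*, both *hsdS* genes, LXB09_03700, and *tyrP* as significantly higher in vivo than in late-exponential phase. By edgeR with Benjamini-Hochberg adjustment none of these was called here: *asp3* (LXB09_03675) changed by 1.29 (adjusted p = 0.0632), LXB09_02555 by 0.14 (adjusted p = 0.722), *tyrDC* (LXB09_02720) by 1.55 (adjusted p = 0.162), LXB09_00325 by 1.79 (adjusted p = 0.0512), LXB09_00340 by 1.01 (adjusted p = 0.102), LXB09_03700 by 0.01 (adjusted p = 0.987), and *tyrP* (LXB09_02725) by 1.08 (adjusted p = 0.322). DESeq2, with 2 or 3 conditions, limma-voom, and edgeR with all 3 conditions call *asp3* and LXB09_00325, and the latter is also called with the replicate block, female mice, upper-quartile scaling, at least 100 reads in every library, and without mouse 4 or 5b or mouse 8. Adjusted over the list alone, edgeR gives 0.0364 for *asp3* and 0.0342 for LXB09_00325. DESeq2 with all 3 conditions and limma-voom call *tyrDC* and LXB09_00340. Chosen after seeing the values, the mice under 1% call *tyrDC*, *tyrP*, both *hsdS* genes, and *asp3*, the mice of 1% or more call *asp3*, edgeR with the tags of Table S5 calls LXB09_02555 and *tyrDC*, and DESeq2 with the tags of Table S5 calls LXB09_02555, LXB09_03700, *tyrDC*, *asp3*, and both *hsdS* genes. Table S6 gives no adjusted p value for *tyrP*. As in the paper, *chbA*, *bglA*, LXB09_02530, and *blpA* were called as higher in vivo. Of the cell wall/membrane genes other than LXB09_03700, 3 of 5 had lower levels in vivo, and none was called.

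The paper states that all 40 genes were active in mice and that the genes of the list were expressed in broth, with exceptions in the legend of Fig. S5. With at least 10 reads in every library, 40 were detected in late-exponential phase, 37 in stationary phase, and 34 in vivo, and with at least 10 reads in most libraries 40 in vivo and 37 in stationary phase. This legend calls *tyrP* inactive in late-exponential phase, where *tyrP* (LXB09_02725) here had 1863 to 2373 reads per library. It also states that LXB09_08595 and LXB09_08755 were expressed in late-exponential phase alone, where LXB09_08595 here had 2 to 9 and LXB09_08755 48 to 73 reads per stationary library.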

Other observations

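The tests of the locus tags, of the strand, of ribosomal RNA, of the assigned share on the first principal component, and of mouse sex, and the fits that use that share were chosen only after the result was seen.

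The fold changes of Table S5 match those from the counts, but under other locus tags. Counted from the start of the list, the loci LXB09_00005 to LXB09_00100 hold their own values (20 loci), LXB09_00110 to LXB09_00155 those of 1 line before (10), LXB09_00165 to LXB09_01375 those of 2 lines before (243), LXB09_01385 to LXB09_02545 of 3 (233), LXB09_02555 to LXB09_02990 of 4 (88), LXB09_03000 to LXB09_07815 of 5 (901), and LXB09_07825 to LXB09_09395 of 6 (314). Either set of tags could be shifted against the counts. Shifted tags in the count tables would leave reads unrelated to gene length, but reads and length of the 40 genes had a median Spearman correlation of 0.728 under these tags, higher than the 0.342 under the tags of Table S5, in 16 of 16 libraries. Lines without a read fell on tRNA and rRNA genes for 57 of 58 under the tags of the count tables and for 47 of 58 under those of Table S5, and reads on rRNA genes numbered 716 and 141011. These tests argue against a shift in the count tables and are in line with a shift in Table S5 and Table S6. How such a shift would arise was not tested. No biological explanation was tested.

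In each library, 72.7 to 89.8% of the aligned fragments were counted as overlapping no gene, apart from those set aside as low quality or ambiguous. Counting on the strand opposite to the transcripts could lead to this. In late-exponential cultures the tmRNA gene ranked at the 20.9th percentile of genes by reads, the RNase P RNA gene at the 12.6th, and the signal recognition particle RNA gene at the 3.25th, low for stable RNAs, and ribosomal protein genes at a median of the 18.3th, which suggests such a setting. Yet the 54 ribosomal protein genes fell in stationary phase (median log2 fold change -1.91 over 44 tested, against -0.18 of all tested genes; unadjusted p value of fry 0.000676), as transcripts of growth would, so the strand cannot be told from these values. Under such a setting the counts would show reads against the genes, and every level given here would change. Ribosomal RNA left after depletion could also lie among these fragments, but rRNA genes took 0.00286% of gene counts, and near-identical copies and the strand would both hide it, so this cannot be told apart either. Genomic DNA among the reads would make fold changes in stationary phase rise with distance from *dnaA*. The Spearman correlation was -0.121, and 752 of 1000 random origins gave a value as high, but reads from DNA that did not replicate at sampling would show no trend, so DNA is not excluded. No biological explanation was tested.

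The in vivo libraries fall into 2 clusters. On the first principal component of these 8 (64.5% of the variance), mice 4 or 5a, 6, and 7 lay at -29.2, -28.1, and -28.2 and the other 5 from 5.05 to 23.7. These 3 are the libraries with under 1% of aligned fragments assigned to genes (exact permutation p = 0.0179, the smallest possible for 3 against 5). After thinning to equal counts the separation stayed (exact permutation p = 0.0179), so depth alone is argued against. The assigned share may mark a technical cause, such as RNA quality, or a different state of the bacteria in these mice. The only mouse known to be male lay at -28.2, with mouse 6, which is female, so sex cannot be told apart with 1 known male. In vivo against late-exponential phase, the 5 mice of 1% or more gave 482 genes and 10 of the 40, and the 3 under 1% gave 883 and 23, each more than the 177 and 5 of all 8. Against stationary phase they gave 1215 and 814, where all 8 gave 674.

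Splits of the 12 libraries in vivo and in late-exponential phase gave as many called genes in 1 of 100 drawn splits, the real one, and as many of the 40 in 1 of 100. That is the smallest share 100 draws can give, so chance is unlikely for both but not excluded. For the functional groups 12 of 100 splits gave as many, so chance cannot be excluded for the number of groups called. In stationary against late-exponential phase 1 of all 35 splits, the real one, gave as many genes, as many of the 40, and as many functional groups (1 of 35 each). No smaller share is possible with 35 splits, so chance is unlikely but not excluded. Splits that mix conditions also widen the spread within groups, so few calls were likely in them.

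Fold changes in vivo and in stationary phase, both against the same late-exponential cultures, had a Spearman correlation of 0.382 over 1738 genes. With the cultures split between the 2 comparisons the correlation was 0.356, which argues against the shared cultures as the whole cause. Sharing these cultures gave a mean of 0.0169 and at most 0.0920 in 100 simulations of unchanged groups. Noise in shared cultures would raise such a value, so the simulation may not have carried that noise, and no conclusion is drawn from it. With the 5 mice of 1% or more the correlation was 0.227, with the 3 under 1% it was 0.465, and with the assigned share as a covariate 0.0243. Stationary cultures all have an assigned share under 1% (0.705 to 0.827%), so the share may account for part or all of the correlation, and a shared state of slow growth in the cecum and in stationary broth stays open; the design does not separate them. Leaving out 1 library gave 0.335 to 0.424.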
